# Stem cell topography splits growth and homeostatic functions in the fish gill

**DOI:** 10.7554/eLife.43747

**Published:** 2019-05-16

**Authors:** Julian Stolper, Elizabeth Mayela Ambrosio, Diana-Patricia Danciu, Lorena Buono, David A Elliott, Kiyoshi Naruse, Juan R Martínez-Morales, Anna Marciniak-Czochra, Lazaro Centanin

**Keywords:** medaka, organ growth, adult stem cells, lineage analysis, fate-restriction, growth coordination, Other

## Abstract

While lower vertebrates contain adult stem cells (aSCs) that maintain homeostasis and drive un-exhaustive organismal growth, mammalian aSCs display mainly the homeostatic function. Here, we use lineage analysis in the medaka fish gill to address aSCs and report separate stem cell populations for homeostasis and growth. These aSCs are fate-restricted during the entire post-embryonic life and even during re-generation paradigms. We use chimeric animals to demonstrate that *p53* mediates growth coordination among fate-restricted aSCs, suggesting a hierarchical organisation among lineages in composite organs like the fish gill. Homeostatic and growth aSCs are clonal but differ in their topology; modifications in tissue architecture can convert the homeostatic zone into a growth zone, indicating a leading role for the physical niche defining stem cell output. We hypothesise that physical niches are main players to restrict aSCs to a homeostatic function in animals with fixed adult size.

## Introduction

Higher vertebrates acquire a definitive body size around the time of their sexual maturation. Although many adult stem cells (aSCs) remain active and keep producing new cells afterwards, they mainly replace cells that are lost on a daily basis. On the other hand, lower vertebrates like fish keep increasing their size even during adulthood due to the capacity of aSCs to drive growth in parallel to maintaining organ homeostasis. The basis for the different outputs between aSCs in lower and higher vertebrates is still not fully understood. It has been reported, however, that in pathological conditions mammalian aSCs exhibit the ability to drive growth, as best represented by cancer stem cells (CSCs) (Batlle and Clevers, 2017; Nassar and Blanpain, 2016; Clevers, 2011; Suvà et al., 2014; Quintana et al., 2008; Barker et al., 2009; Schepers et al., 2012; Boumahdi et al., 2014).

Since stem cells in fish maintain homeostasis and drive post-embryonic growth in a highly controlled manner, the system permits identifying similarities and differences in case both functions are performed by dedicated populations or identifying specific conditions within a common stem cell pool driving homeostasis and growth. There are several genetic tools and techniques to explore aSCs in fish, and an abundant literature covering different aspects of their biology in various organs and also during regeneration paradigms (Gupta and Poss, 2012; Knopf et al., 2011; Tu and Johnson, 2011; Kizil et al., 2012; Kyritsis et al., 2012; Pan et al., 2013; Centanin et al., 2014; Jungke et al., 2015; Henninger et al., 2017; Singh et al., 2017; McKenna et al., 2016; Aghaallaei et al., 2016). Despite all these major advances, we still do not understand whether the same pool of stem cells is responsible for driving both growth and homeostatic replacement, or if alternatively, each task is performed by dedicated aSCs.

We decided to address this question using the medaka gill, which works as a respiratory, sensory and osmoregulatory organ in most teleost fish. Gills are permanently exposed to circulating water and therefore have a high turnover rate (Chrétien and Pisam, 1986). Additionally, their growth pace must guarantee oxygen supply to meet the energetic demands of growing organismal size. Moving from the highest-level structure to the smallest, gills are organised in four pairs of branchial arches, a number which remains constant through the fish’s life. Each brachial arch consists of two rows of an ever-increasing number of filaments that are added life-long at both extremes (Figure 1A). Primary filaments have a core from which secondary filaments, or lamellae, protrude. The lamellae are the respiratory units of the organ, and new lamellae are continually produced within each filament (Wilson and Laurent, 2002). Bigger fish, therefore, display more filaments that are longer than those of smaller fish, and there is a direct correlation of filament length and number and the body size of the fish (Wilson and Laurent, 2002).

**Figure 1.**
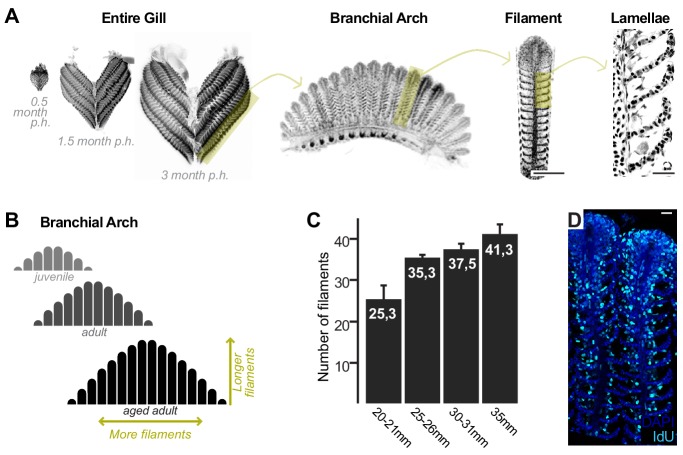
Growth and homeostasis in the medaka gill. (**A**) Enucleated entire gills of medaka at different post-embryonic times show that organ size increases during post-embryonic growth (**left**). A gill contains four pairs of branchial arches (**middle left**) that display numerous filaments (**middle right**). Filaments are composed of lamella (**right**), where gas exchange occurs. (**B**) Scheme depicting that branchial arches grow by increasing the number of filaments, and filaments grow by increasing its length. (**C**) The number of filaments per branchial arch is higher in bigger fish - x axis represents fish length, and y axis the number of filaments in the second right branchial arch. (**D**) IdU incorporation in the adult gill reflects proliferating cells all along the longitudinal axis of a filament. Scale bars are 100 µm in (**A**) filament, and 20 µm in (**A**) lamella and (**D**).

Besides being the respiratory organ of fish, the gill has additional functions as a sensory and osmoregulatory organ (Sundin and Nilsson, 2002; Wilson and Laurent, 2002; Jonz and Nurse, 2005; Hockman et al., 2017). It contains oxygen-sensing cells (Jonz et al., 2004), similar to those found in the mammalian carotid body although with a different lineage history (Hockman et al., 2017), and mitochondrial rich cells (MRCs) (Wilson and Laurent, 2002) that regulate ion uptake and excretion and are identified by a distinctive Na+, K+, ATPase activity. Other cell types include pavement cells (respiratory cells of the gills), pillar cells (structural support for lamellae), globe cells (mucous secretory cells), chondrocytes (skeleton of the filaments) and vascular cells. All these cell types must be permanently produced in a coordinated manner during the post-embryonic life of fish. The gill constitutes, therefore, an organ that allows addressing adult stem cells during the addition and homeostatic replacement of numerous, diverse cell types.

Bona fide stem cells can only be identified and characterised by following their offspring for long periods to prove self-renewal, the defining feature of stem cells (Clevers and Watt, 2018). In this study, we use a lineage analysis approach that revealed growth and homeostatic stem cells in the medaka gill. We found that gill stem cells are fate-restricted, and identified at least four different lineages along each filament. By generating clones at different stages, we show that these four lineages are generated early in embryogenesis, previous to the formation of the gill. Our results also indicate that growth and homeostatic aSCs locate to different regions along the gill filaments and the branchial arches. Homeostatic stem cells have a fixed position embedded in the tissue and generate cells that move away to be integrated into an already functional unit, similarly to mammalian aSCs in the intestinal crypt (Barker et al., 2008). Growth stem cells, on the other hand, locate to the growing edge of filaments and are moved as filaments grow, resembling the activity of plant growth stem cells at the apical meristems (Greb and Lohmann, 2016). We have also found that the homeostatic aSCs can turn into growth aSCs when the apical part of a filament is ablated, revealing that the activity of a stem cell is highly plastic and depends on the local environment. Our data reveal a topological difference between growth and homeostatic stem cells, which has similar functional consequences in diverse stem cell systems.

## Results

### Medaka gills contain homeostatic and growth stem cells

The fish gill displays a significant post-embryonic expansion that reflects the activity of growth stem cells and a fast turnover rate that indicates the presence of homeostatic cells. Gills massively increment their size during medaka post-embryonic life (Figure 1A, left), where growth happens along two orthogonal axes. One axis represents the increase in length of each filament, and the other, the iterative addition of new filaments to a branchial arch. This way, branchial arches of an adult fish contain more filaments, which are also longer, than those of juveniles. Branchial arches in medaka continue to expand along these two axes well after sexual maturation (Figure 1B,C). Gills from teleost fish are exposed to the surrounding water and experience a fast turnover rate. When adult medaka fish are incubated with IdU for 48 hr, their gill filaments display a strong signal from the base to the top (Figure 1D), which indicates the presence of mitotically active cells all along the filament’s longitudinal axis. These observations position medaka gills as an ideal system to explore the presence of growth and homeostatic stem cells within the same organ and address their similarities and differences.

### Growth stem cells locate to both growing edges of each branchial arch

We first focussed on identifying growth stem cells, by combining experimental data on clonal progression with a mathematical approach to quantify the expected behavior for stem-cell- and progenitor-mediated growth. Experimentally, clones were generated using the Gaudí toolkit, which consists of transgenic lines bearing floxed fluorescent reporter cassettes (Gaudí*^RSG^* or Gaudí*^BBW2.1^*) and allows inducing either the expression or the activity of the Cre recombinase (Gaudí*^Hsp70A.CRE^* or Gaudí*^Ubiq.iCRE^*, respectively). The Gaudí toolkit has already been extensively used for lineage analyses in medaka (Centanin et al., 2014; Reinhardt et al., 2015; Lust et al., 2016; Aghaallaei et al., 2016; Seleit et al., 2017). Clones are generated by applying subtle heat-shock treatments (when Gaudí*^Hsp70A.CRE^* is used) or low doses of tamoxifen (when Gaudí*^Ubiq.iCRE^* is used) to double transgenic animals, which results in a sparse labelling of different cells along the fish body, transmitting the label to their offspring.

The length of filaments increases from peripheral to central positions (Figures 1A and 2A), regardless of the total number of filaments per branchial arch (Leguen, 2018). This particular arrangement suggests that the oldest and therefore longest filaments, of embryonic origin, locate to the centre of a branchial arch, while the new filaments are incorporated at the peripheral extremes either by stem cells (permanent) or progenitors (exhaustive). Conceptually, the latter two scenarios would lead to different lineage outputs. If filaments were formed from progenitor cells that are already present at the time of labelling, we would anticipate that the post-embryonic - peripheral - domain of adult branchial arches should contain both labelled and unlabelled filaments (Figure 2A, bottom left). Alternatively, if post-embryonic filaments were generated by bona fide, self-renewing stem cells, the periphery of adult branchial arches should be homogeneous in its labelling status, containing either labelled or non-labelled stretches of clonal filaments (Figure 2A, bottom right). Please note, based on this reasoning, and as shown in Figure 2A, we define as ‘labelled’ any filament that contains EGFP+ cells all along the longitudinal axis; the analysis of different patterns of recombination observed are described in detail in Figure 4–8). When we analysed adult Gaudí*^Ubiq.iCRE^* Gaudí*^RSG^* transgenic fish that had been induced for sparse recombination at old embryonic stages (nine dpf.), we observed that post-embryonic filaments at the extreme of branchial arches were grouped in either labelled or non-labelled stretches (Figure 2B,C, asterisks for labelled stretches and arrowheads for embryonic filaments) suggesting that they were generated by bona-fide stem cells.

**Figure 2.**
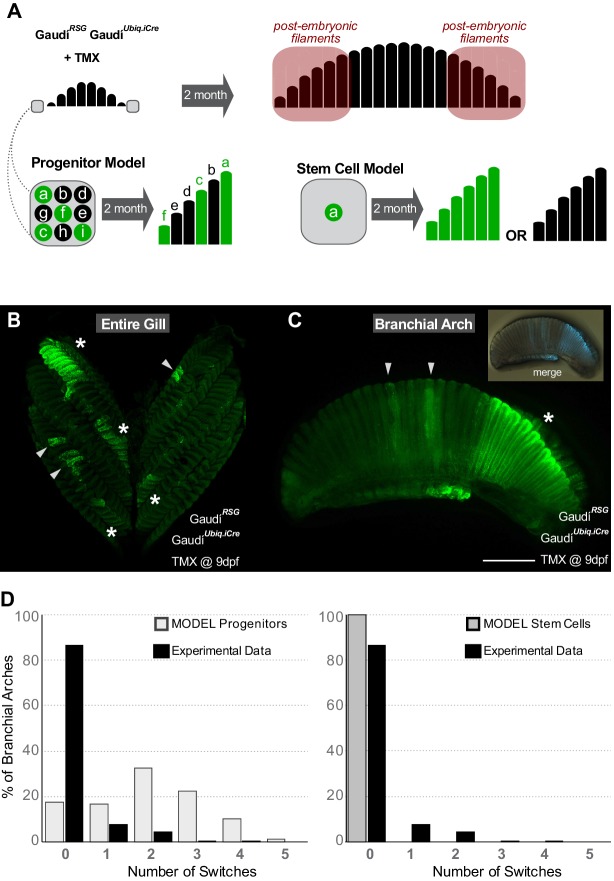
Gill stem cells located at the periphery of branchial arches generate more filaments life-long. (**A**) Scheme showing the expected outcome assuming a progenitor (**left bottom**) or a stem cell (**right bottom**) model. Please note that the schemes considered as ‘labelled’ any filament containing EGFP+ cells all along their longitudinal axis. (**B**) Entire gill from a double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish 2 month after induction with TMX. (**C**) Branchial arch from a double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish 2 months after induction with TMX. Arrowheads in B and C indicate recombined embryonic filaments located at the centre of branchial arches, and asterisks indicate stretches of peripheral filaments with the same recombination status. Note that the present resolution does not allow revealing different recombination patterns in each filament. (**D**) Graphs showing the distribution of switches in stretches of the six most peripheral filaments. The graphs show a comparison of the experimental data (black) to the expected distribution according to a progenitor model (light gray, left) and to a stem cell model (gray, right). Scale bar is 500 µm in (**C**).

Our experimental data were then compared to the outcome of a computational model accounting for different scenarios for progenitor and stem cell-mediated growth. The analysis was focussed on the six most peripheral filaments of adult branchial arches (see M and M for details on filament numbers and how labelling efficiency was calculated). For each scenario, we employed stochastic simulations assigning ‘0’ to a non-labelled filament and ‘1’ to a labelled filament and computing the number of switches in the labelled status of two consecutive filaments, that is the number of transitions from ‘0-to-1’ and from ‘1-to-0’ (Supplementary files 1 and 2) (1000 simulations on 5000 randomly generated stretches for each experimental gill analysed, see M and M). Assuming a labelling efficiency of 50%, a progenitor-based model results in a normal distribution of switches while a stem-cell-based model shows no switches among consecutive filaments, that is contains only filaments that have a value of either 0 or 1 (see Figure 2D for the number of switches for each model with labelling efficiencies estimated from experiments). We have quantified both peripheral extremes of hundreds of experimental branchial arches (N > 300 6 filament stretches, N = 22 independent gills) (Supplementary file 3) and compared each individual branchial arch to the simulation results of the two models. For every gill analysed, the *stem cell* model explained the experimental data better than the *progenitor cell* model (Supplementary file 4). Altogether, our data revealed the existence of growth stem cells at the peripheral extremes of branchial arches, which generate new filaments during the post-embryonic life in medaka.

### Growth stem cells locate to the growing edge of each filament

The massive post-embryonic growth of teleost gills occurs by increasing the number but also the length of filaments. Previous data on stationary samples suggest that filaments grow from their tip (Morgan, 1974), and we followed two complementary dynamic approaches to characterise stem cells during filament growth. First, we exploited the high rate of cellular turnover previously observed by a pulse of IdU (Figure 1D), which labels mitotic cells all along the filament. We reasoned that during a chase period, cells that divide repeatedly — as expected for stem cells driving growth — would dilute their IdU content with every cell division, as previously reported for other fish tissues (Centanin et al., 2011). Therefore, the chase period reveals a region in the filament with a decreased signal for IdU that may, in turn, indicate where new cells are being added (Figure 3A illustrates the different scenarios). Indeed, all filaments analysed contained a region deprived of IdU at the most distal tip (Figure 3B), what stays in agreement with the previous assumptions. Complementary, we performed a clonal analysis by inducing sparse recombination using Gaudí transgenic fish. To reveal the localisation of growing clones, Gaudí*^Ubiq.iCRE^* Gaudí*^RSG^* fish were induced for recombination at 3 weeks post-fertilisation and grown for 1 month after tamoxifen treatment. We observed that clones at the proximal and middle part of the filament were small and restricted to one lamella, while the clones at the distal part contained hundreds of cells suggesting that they were generated by growth stem cells (Figure 3C,D).

**Figure 3.**
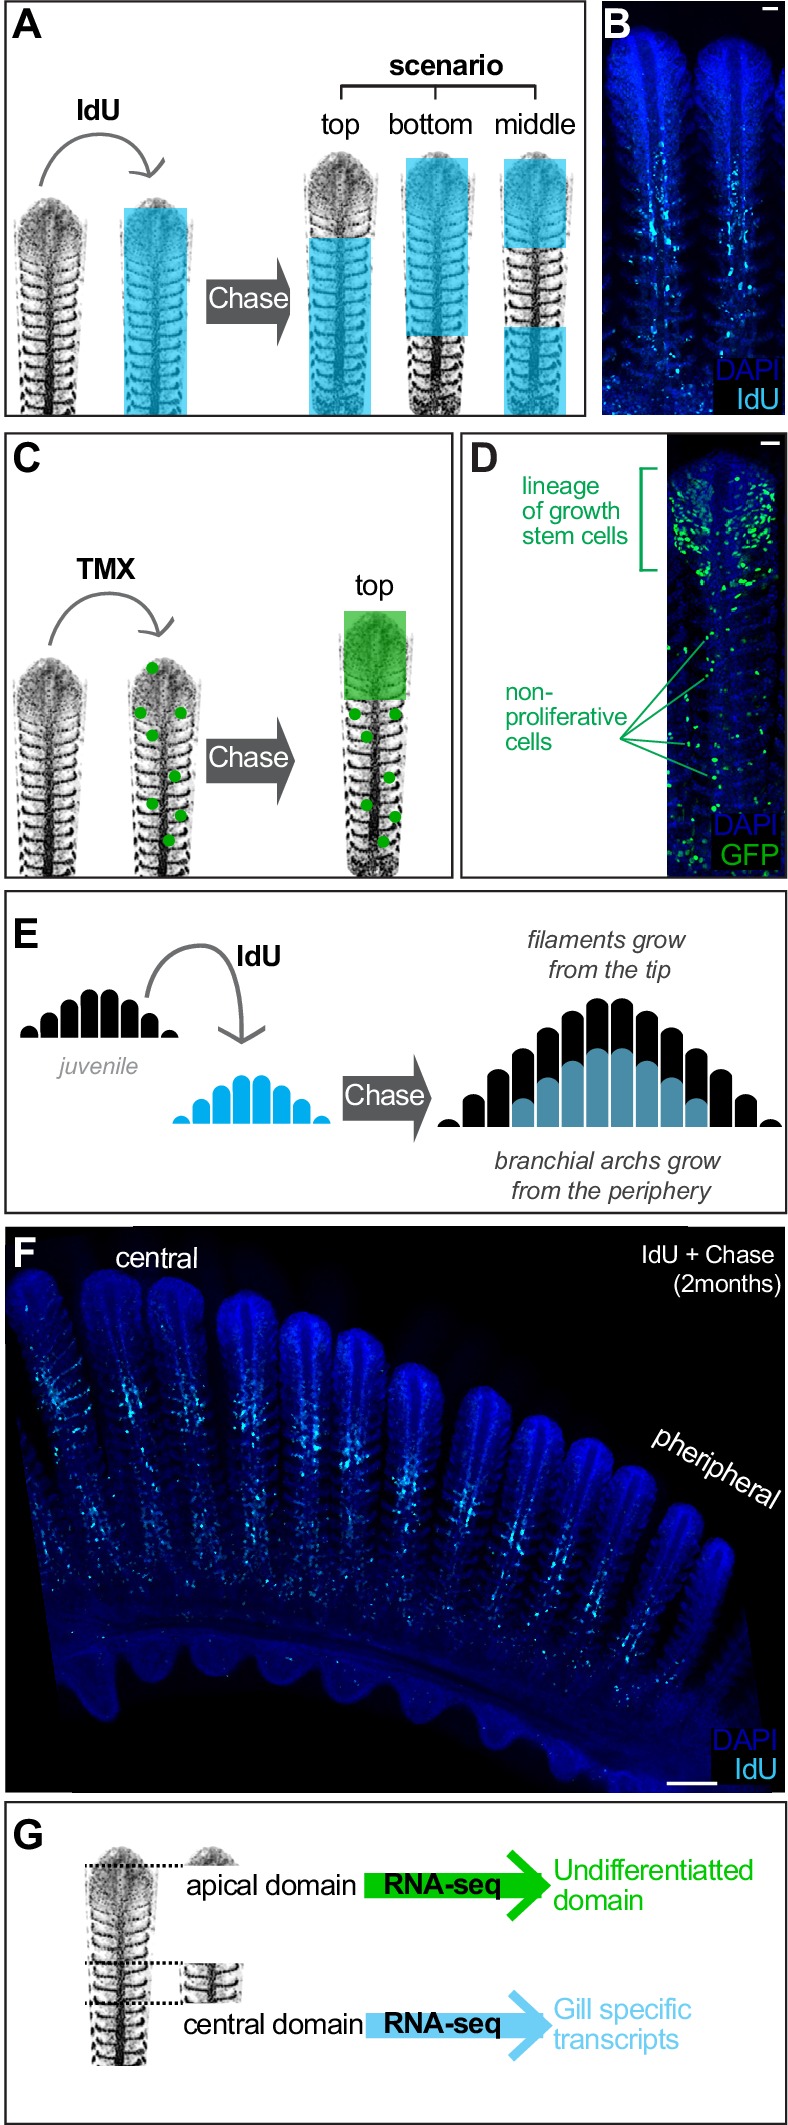
Filament growth stem cells are located at the apical tip. (**A**) Scheme showing the expected outcome of IdU *pulse and chase* experiments depending on the location of growth stem cells. (**B**) IdU *pulse and chase* experiment shows the apical region devoted of signal, indicating these cells were generated after the IdU pulse. (**C**) Scheme showing the expected outcome of a filament in which growth stem cells were labelled. (**D**) A filament from a double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish one month after induction with TMX shows an expanding clone in the apical region, indicating a high proliferative activity compared to clones located at other coordinates along the longitudinal axis. (**E, F**). Scheme (**E**) and data (**F**) showing an IdU *pulse and chase* experiment on branchial arches. The apical part of each filament and the more peripheral filaments are devoted of signal revealing the stereotypic growth of branchial arches. (**G**) Scheme showing the manual sorting of apical and middle regions for total RNA preparation. RNA-seq revealed differentiated cells in the middle region of filaments and undifferentiated cells at the apical domain. Scale Bars are 20 μm in (**B**) and (**D**), and 100 μm in (**F**). 10.7554/eLife.43747.006Figure 3—source data 1.Transcriptome of apical and medial domains in a gill filament.

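Of 9 lists of genes that mark cell types of the gill, 0 moved as a list between the apical and the central domain at an adjusted p under 0.05 from limma's camera, with 2 RNA samples per domain. The smooth muscle and pericyte list lay lowest in the apical domain, with a median log2 fold change (apical minus central, of FPKM + 1) of -0.52 over the 3 rows of the deposited files that were high enough to be tested. Its row named hspb6, a small heat shock protein of smooth muscle, had a log2 fold change of -0.53 (standard error 0.13) and that of acta2, smooth muscle actin, -0.52 (standard error 0.16), while cnn1b, a calponin, was at 0.05. Rows named for rag1 and rag2, recombinase subunits of lymphocyte precursors, had log2 fold changes of 0.44 (standard error 0.19) and 0.84 (standard error 0.31). For itk, a T cell kinase, it was -0.45 (standard error 0.11). Means in the authors' deposited table exceed those of the libraries by a median factor of 17.3 in the central and 17.2 in the apical domain. There rag1 had 164 FPKM in the central and 204 FPKM in the apical domain, and itk 115 and 79.8 FPKM. The rag2 entry, 2.16 and 2.22 FPKM, lies below the 5.49 and 9.94 FPKM of the libraries. It is therefore off that scale and was not used as a comparison. Keratin, desmosome and other pavement cell genes, 13 tested rows, had a median of 0.00, with perp at 0.29, pkp1b at 0.24 and LGALS2 (1 of many), a galectin and the most abundant of these 3 at 47.9 FPKM in the central and 36.5 FPKM in the apical domain, at -0.37.
The camera p of the smooth muscle list was 0.040, or 0.860 when adjusted over the lists. With an estimated correlation in place of the preset 0.01 its p was 0.205, and in no list did limma's camera then give an adjusted p under 0.05. Adjusted over the list alone, hspb6 and acta2 were lower in the apical domain, as was itk among 3 leukocyte genes, whereas over all tested genes 0 members of any of these lists passed the limma test. The leukocyte list had a median of 0.44 (adjusted p = 0.997 from limma's camera). Endothelial and pillar cell genes had a median of 0.06 over 4 rows, among them plvapa at 0.26, aplnr2 at 0.56 and edn1 at -0.16. Cartilage genes had a median of -0.01 over 6 rows, neuroepithelial and nerve genes -0.03 over 6, ciliated cell genes 0.02 over 3, skeletal muscle genes -0.09 over 7 and the erythrocyte row epb41a 0.02. Mean and median differ in sign in the nerve, ciliated and skeletal muscle lists. Of 10 mucous cell rows, 0 were high enough to be tested.
Of the mitochondrial mRNAs, COX3, a subunit of cytochrome oxidase, stood at 6671 ± 1070 FPKM (SD, n = 2 samples) in the central and 6590 ± 709 FPKM (SD, n = 2) in the apical domain. Of 13 such rows 12 were tested and 0 passed limma's adjusted threshold or an unadjusted p under 0.05, with log2 fold changes from -0.56 for ND4L to 0.26 for COX2.
Nuclear rows are named as the deposited files name them, and whether the reads in a row come from the gene of that name is uncertain. The paper states that DAVID assigned the genes higher in the central domain to gill tissue and the apical ones mainly to the embryo. It calls the latter compatible with undifferentiated cells being enriched there. Its case for growth stem cells at the tip also rests on IdU labelling and lineage analysis.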

**Figure 3—figure supplement 1.**
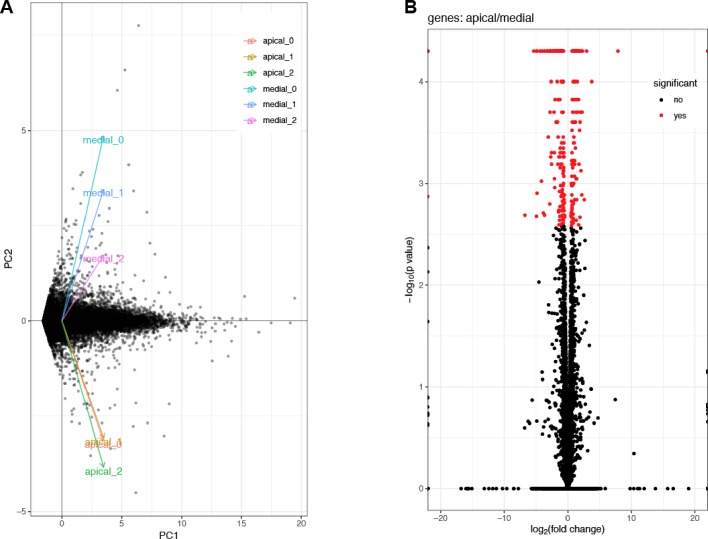
Technical analysis of the RNA-seq data. (**A**) Principal Component Analysis (PCA) plot of the three biological replicates of transcripts from the apical and the medial part of the medaka gill filaments. (**B**) Volcano-plot representation of differential expression analysis of the genes identified from the RNA-seq libraries of the apical and the medial part of the gill filaments. Red points mark the genes with change in expression between the two conditions with a p-value<0.05.

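Of the 4 RNA samples of the labels (central A, central B, apical A and apical B), central A and apical B have 2 libraries each. On the first principal component of the 6 libraries, which held 35.2% of the variance, the 3 apical libraries lay between -14.3 and -12.0 and the 3 central libraries between 9.50 and 18.6. The second component, with 22.6%, spread the libraries inside each domain, and on it central A library 2 and apical B library 2 lay at -12.5 and -15.6, apart from the other libraries of their domains. Pairs of libraries inside a domain had a Pearson r of log2(FPKM + 1) across genes of 0.952 to 0.975 (mean 0.963, 6 pairs), and pairs from different domains 0.942 to 0.962 (mean 0.951, 9 pairs). Genes are not independent replicates, and the ranges overlap. The 6 pairs inside a domain include 2 of libraries of the same RNA sample, and the other 4 had a mean of 0.961.
The 2 libraries of apical B had the highest r of all pairs, 0.975, while those of central A, at 0.961, were no closer to each other than library 1 of central A was to central B, at 0.962. Apical A and library 1 of apical B, for which Cufflinks used a shorter fragment length, had an r of 0.970, and apical A and library 2 of apical B 0.952. The mean r inside a domain exceeded that between domains by 0.0125, by 0.0628 over the genes whose domain means sum to at least 10 FPKM, and by 0.00569 when fragments scaled to the library's mapped total stood in place of FPKM, a setting chosen after the data were seen. On such fragments the first component (45.6%) again had the central libraries on one side, at 6.19 to 9.83, and the apical libraries on the other, at -15.4 to -2.93, while the second (28.5%) had the libraries of central A and apical A at 5.87 to 8.27 and those of central B and apical B at -7.41 to -6.54.

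**Figure D1:**
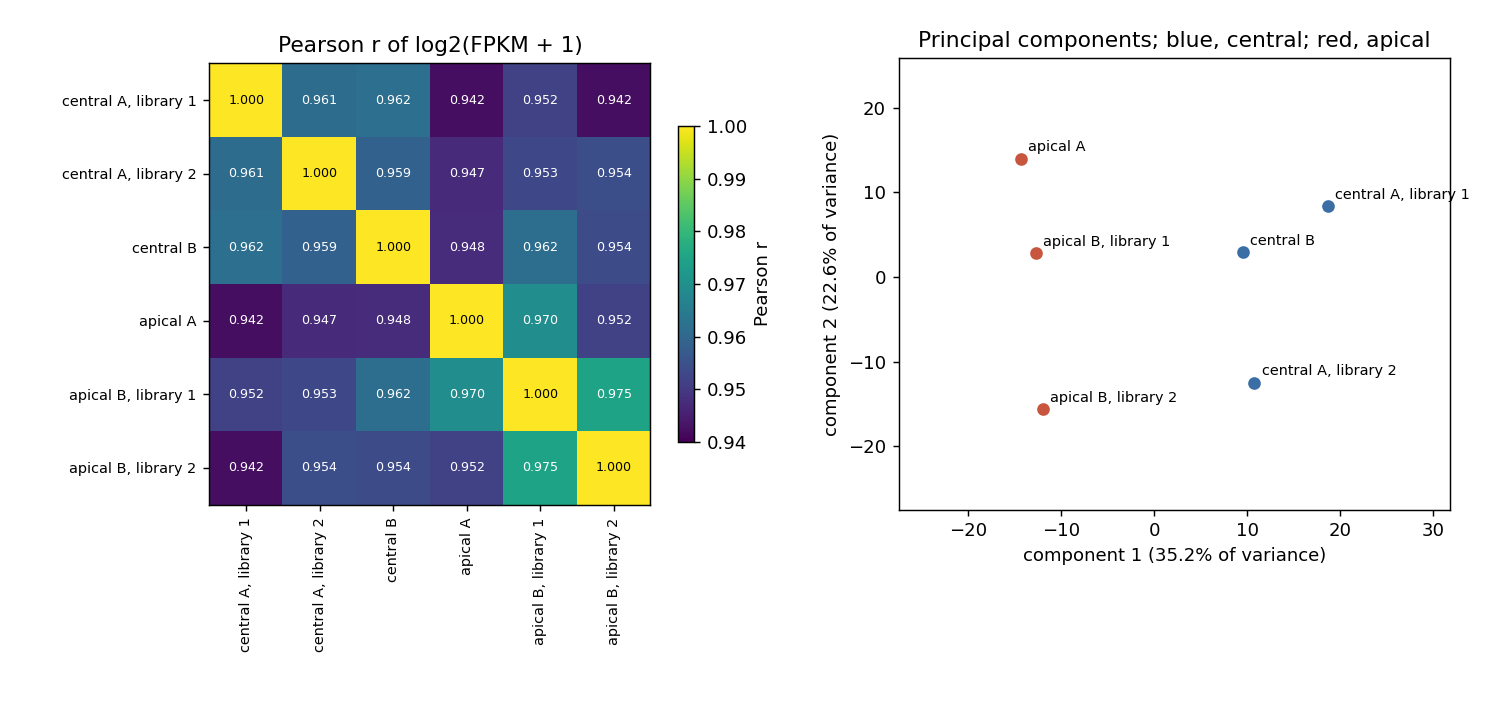
Pearson r of log2(FPKM + 1) across genes for each pair of the 6 libraries (left) and the positions of the libraries on the first 2 principal components of the tested genes (right). Central libraries are blue and apical libraries red, and the first component separates them.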

Analysis of pulse-chase IdU experiments in entire branchial arches also suggested that the fraction of IdU-labelled cells decreased from central to peripheral filaments. While the most central filaments contain IdU-positive cells in roughly 80% of their length, filaments close to the periphery contain just few IdU cells at the basal part or even no IdU cells at all, indicating that they were produced after IdU administration. Macroscopically, IdU label had a shape of a smaller sized branchial arch nested within a non-labelled, bigger branchial arch (Figure 3E,F). Interestingly, while we observed that the central filaments showed a longer basal signal that becomes shorter in more peripheral filaments, the upper non-labelled fraction seemed rather stable along the central-to-periphery axis of the branchial arch (Figure 3F). This suggested that individual filaments had grown at comparable rates during the chase phase, highlighting the coordinated activity of the stem cells that sustained length growth in each filament. Taken together, IdU experiments revealed the growth of filaments starting from their most distal extreme, and clonal analysis indicated the location of the growth stem cells at the growing tip of each filament.

We next aimed to molecularly characterise the apical, growth domain of gill filaments to complement our functional analysis using lineage tools and BrdU pulse-chase experiments. To do this, we extracted the gill from adult medaka fish, enucleated the branchial arches and manually dissected the top region of the longest filaments (Figure 3G, scheme). Further, the central region of gill filaments, which has been shown to contain differentiated cells in other fish species (Laurent, 1984; Morgan, 1974; Laurent et al., 1994), was also dissected. 

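Poly(A)-selected RNA of both domains came from the gills of 5 adult fish of the Cab strain, 4 to 6 months old, with about 30 central and 50 apical domains dissected, and was read as 85-nt single-end reads. The labels name 4 RNA samples (central A, central B, apical A and apical B) and 6 libraries, since central A and apical B have 2 libraries each. The legend of Figure 3-figure supplement 1 counts 3 biological replicates per domain. Libraries of the same RNA sample were averaged here, so that n is 2 samples per domain. No source used here states that samples A and B came from different fish, so p-values measure the spread between these samples, which may be technical.
By the paper's account the authors aligned the reads to the oryLat2 assembly with HISAT2 and estimated fragments scaled to the length of the gene model and to the library's mapped fragments (FPKM) with Cufflinks 2.2.1, and the deposited values cover 24365 Ensembl gene IDs in each library. Cufflinks' interval bounds imply how many fragments stand behind each value. With 8 mitochondrial rows they give about 53800000, 79400000 and 58300000 mapped fragments for central A library 1, central A library 2 and central B, and 24200000, 51200000 and 33200000 for apical A, apical B library 1 and apical B library 2. The paper's reported average is 58000000 reads. Between 4.74% and 5.45% of the mapped fragments lay inside gene models.
The gene models stand at the coordinates of ASM223467v1, where of 7428 symbols that match a single RefSeq gene 7321 overlap the gene of that name, and the paper names oryLat2 for the reads, whose assembly was not checked here. Rows named for genes that every cell transcribes were near 0. The 76 ribosomal protein rows had a median of 0.00441 FPKM, below the median of 0.0174 FPKM over all nuclear rows, and actb, cytoplasmic actin, had 0.000503 FPKM. All 13 mitochondrial mRNAs keep the same start and end in both annotations, and COX3 had 6840 FPKM. Names of nuclear rows are therefore given as the files give them and are uncertain.
Cufflinks used fragment lengths of 208 to 213 nt for the 3 central libraries and apical B library 2, and of 114 and 119 nt for apical A and apical B library 1, as the same 8 rows imply. Gene models under 200 bp summed to between 13224 and 26290 FPKM in the former and to 1647 and 1832 FPKM in the latter.
FPKM were divided by a median-of-ratios factor per library (0.975 to 1.03) and compared as log2(FPKM + 1) with limma, for the 2984 genes whose domain means sum to at least 2 FPKM. Fold changes are apical minus central on this scale, which understates the change of low genes.

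**Figure D2:**
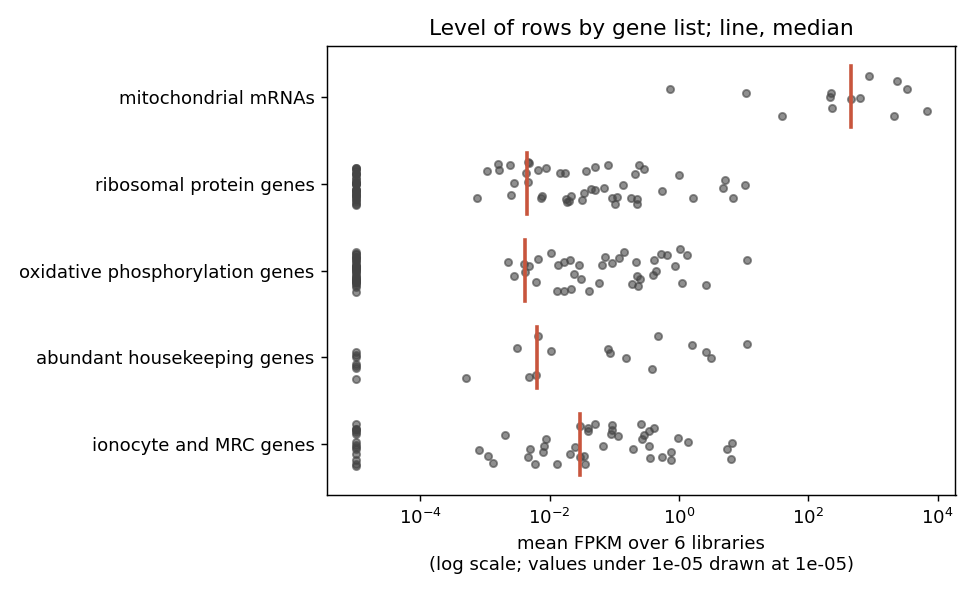
Mean FPKM over the 6 libraries (horizontal, log scale) of each row of 5 gene lists, with a line at each list's median. The mitochondrial mRNAs have a median of 452 FPKM, and the 4 nuclear lists have medians from 0.00410 FPKM (oxidative phosphorylation) to 0.0299 FPKM (ionocyte and MRC genes).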

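Of 2984 tested rows, 5 were lower in the apical than in the central domain and 0 were higher at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 172 were lower and 51 higher. The row named rprml, a relative of the p53-induced cell cycle inhibitor reprimo, had 39.9 and 28.5 FPKM in the libraries of central A and 54.1 FPKM in central B. In the apical domain it was listed at 0 in apical A and had 0.265 and 0.698 FPKM in apical B. The 4 others are named for small RNAs: precursors of the microRNAs let-7c, mir-17 and mir-430d, and RF00004, the family of the U2 spliceosomal RNA. Whether their reads come from these RNAs is uncertain.
The rprml model (ENSORLG00000003396) lies on chromosome 8 from 5730815 to 5731150 in the files. Its log2 fold change was -5.17 (standard error 0.32, adjusted p = 0.0366 from limma), and its value rests on 273, 290 and 411 fragments in the central and 0, 3 and 3 in the apical libraries. The row named ola-let-7c (ENSORLG00000021072), a model of 96 bp on chromosome 14, had 138, 140 and 127 FPKM in central A library 1, central A library 2 and central B and was listed at 0 in all 3 apical libraries (adjusted p = 0.00108 from limma). These FPKM stand for 2, 3 and 2 fragments, and against the domains' shares of all mapped fragments a two-sided exact binomial test, chosen after the data were seen, gave p = 0.0539, the lowest that 7 fragments allow in this direction. The rows named ola-mir-17 and ola-mir-430d-1 were also listed at 0 in all 3 apical libraries and rest on at most 2 fragments in a library (adjusted p = 0.00244 and 0.00607 from limma). RF00004 had 8.42, 2.53 and 5.16 FPKM in the same central libraries and 0.564 and 1.33 FPKM in apical A and apical B library 1, and was listed at 0 in apical B library 2 (log2 fold change -1.93, standard error 0.10, adjusted p = 0.0183 from limma), which stand for 9, 4 and 6 fragments in the central and 1, 5 and 0 in the apical libraries.
Over 22 alternatives the adjusted p of rprml from limma ran from 0.00205 to 0.303, and it was under 0.05 in 12 of them. For ola-let-7c it was under 0.05 in 17 of 19, for ola-mir-17 in 15 of 19, for ola-mir-430d-1 in 14 of 19 and for RF00004 in 5 of 18. The log2 fold change of rprml stayed under 0 in all 22 alternatives, from -7.52 to -2.69. With fragments scaled to the mapped total, chosen after the data were seen, rprml had a log2 fold change of -2.69 (adjusted p = 0.0440 from limma), while ola-let-7c had -0.05, ola-mir-17 -0.03, ola-mir-430d-1 -0.04 and RF00004 -0.09 (adjusted p = 0.554 from limma), on a scale where the added 1 exceeds the values of these 4. In 416 tested rows (13.9%) every apical library lay below every central library, and in 289 (9.68%) above. If all 6 libraries were independent, chance would give 5% in each direction.
Without apical A limma called 0 rows (126 at an unadjusted p under 0.05), without central A 12, without central B 20, and without apical B 5 higher and 2 lower, while the 6 libraries taken as independent samples gave 5 higher and 23 lower rows. In settings chosen after the data were seen, without gene models under 200 bp 6 rows were lower, of which 1, rprml, is among the 5, or 0 rows with a pseudocount of 0.1 as well. Among the 4 libraries with fragment lengths of 208 to 213 nt, apical B library 2 is the only apical library, so their number of calls is not given.

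**Figure D3:**
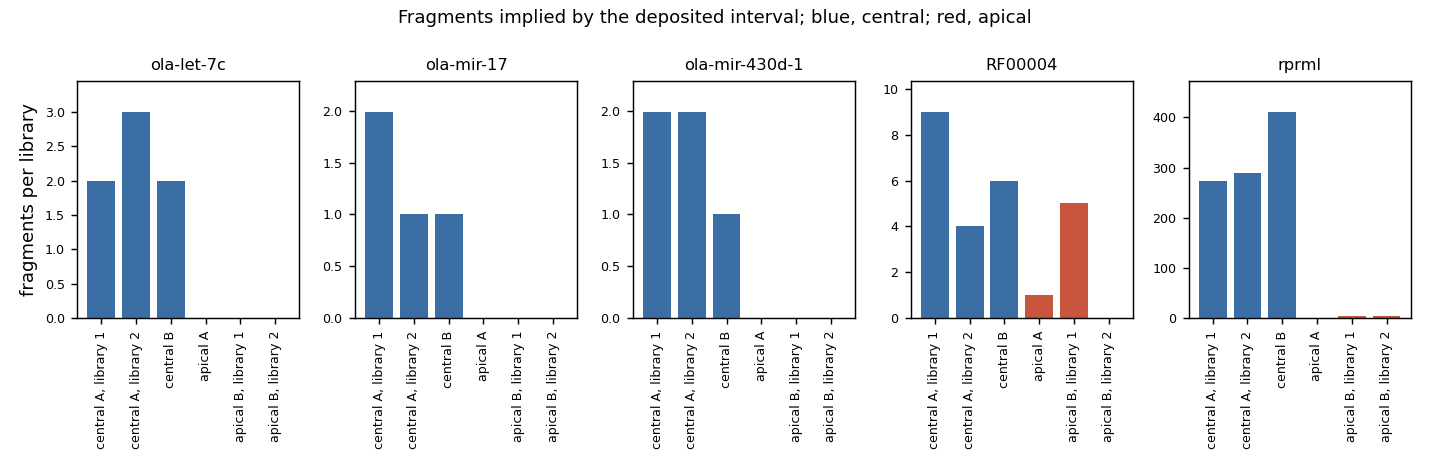
Fragments per library (bars, from 0) that the deposited interval bounds imply for the 5 rows that passed the test, central libraries in blue and apical libraries in red. The 3 microRNA rows rest on 1 to 3 fragments in each central library, and rprml on 273 to 411.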

Total RNA from both samples were sequenced (see Materials and methods), and Figure 3—source data 1 the differentially expressed genes were arranged according to their enrichment within the top or the central regions of the filament (Supplementary file 5) (Figure 3—figure supplement 1) (Figure 3—source data 1). 

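Rows named for membrane transporters and channels did not pass limma's camera as a list between the central and the apical domain. Of 626 in the files 75 were high enough to be tested, and their median log2 fold change (apical minus central) was 0.01. Among the lowest p-values were those of slc30a4, a zinc transporter, with a mean of 2.52 FPKM in the central and 1.42 FPKM in the apical domain, and slc31a1, a copper transporter, with 2.77 and 1.22 FPKM. Of the ionocyte and mitochondria-rich cell (MRC) list, 4 of 55 rows were tested. The sodium/proton exchanger slc9a3.2 had a log2 fold change of -0.30, the ionocyte transcription factor foxi1 -0.23, the sodium pump subunit atp1b3a -0.18 and the growth hormone receptor ghr 0.02, whose sign turned in 4 of 21 alternatives.
For the transporters the camera p from limma was 0.917 (0.904 with an estimated correlation), and the mean, at -0.01, differs in sign from the median and the direction of the test. At an adjusted p under 0.05 from limma 0 of the 75 were higher and 0 lower, also when adjusted over the list alone. For slc30a4 the log2 fold change was -0.52 (standard error 0.10, adjusted p = 0.416 from limma) and for slc31a1 -0.76 (standard error 0.17, adjusted p = 0.456 from limma). The ionocyte and MRC list had a median of -0.20 (camera p = 0.0760 from limma, 0.860 adjusted over the lists, and p = 0.330 with an estimated correlation), and 0 of its 4 tested members passed, over all genes or adjusted over the list alone. The row named slc9a3.2 had 6.23 ± 0.119 FPKM (SD, n = 2) in the central and 4.79 ± 0.237 FPKM (SD, n = 2) in the apical domain.
None of the 5 rows called by limma is a transporter. Among the 100 rows with a symbol that are higher in the central domain in the authors' deposited table, 4 are on the transporter list: cacnb2b, slc30a4, slc31a1 and slc4a10a. The list holds 135 of the 3576 rows that could have been selected in the authors' deposited table, which gives an odds ratio of 1.06 (one-sided Fisher's exact test, p = 0.527, a test chosen after the data were seen). Of 11 ionocyte and MRC rows in that background 1 is selected in the authors' deposited table, cahz, a carbonic anhydrase (odds ratio 3.50, one-sided Fisher's exact test, p = 0.268). The erythrocyte list holds cahz as well.
The sign of the transporter median depends on the setting, since it was -0.12 over the genes whose domain means sum to at least 10 FPKM, and under 0 without central A (-0.01), without central B (-0.01) and without apical A (-0.02). Whether the reads in a row come from the gene of that name is uncertain.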

As expected, upregulated genes in the central domain included numerous membrane transporters and channels that are characteristic of the fish gill, typically present in ionocytes and MRC cells. Indeed, GO analysis of RNA-seq data using the DAVID bioinformatic resource (https://david.ncifcrf.gov/) recognised the genes enriched in the central sample as ‘Gill Tissue’ (UP_TISSUE: Gill). 

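Rows named for genes of cell division, of stem and progenitor cells and of outgrowth signalling did not pass limma's camera as lists between the domains. Of 72 cell cycle rows 10 were tested, with a median log2 fold change (apical minus central) of -0.07. The row named cdca8, a subunit of the chromosomal passenger complex, had a mean of 2.10 FPKM in the apical and 1.18 FPKM in the central domain, whereas dsn1, a kinetochore protein, had 0.175 and 12.2 FPKM. Among stem and progenitor genes, kdm6al, a histone demethylase, had 2.02 FPKM in the apical and 3.91 FPKM in the central domain. Of the outgrowth genes, the ligand wnt5a had a log2 fold change of -0.35 and the transcription factor dlx6a 0.39.
For the cell cycle list the camera p was 0.947 (0.951 with an estimated correlation), and 0 members passed limma's test over all genes. Adjusted over the list alone, cdca8 was higher (log2 fold change 0.51, standard error 0.10, adjusted p = 0.0288 from limma) and dsn1 lower (log2 fold change -3.31, standard error 0.52, adjusted p = 0.0256 from limma). Over all tested genes their adjusted p from limma was 0.382 and 0.310. The stem and progenitor list, 5 of 35 rows tested, had a median of -0.04 (camera p = 0.164 from limma, p = 0.292 with an estimated correlation). Its row kdm6al was lower when adjusted over the list alone (log2 fold change -0.69, standard error 0.11, adjusted p = 0.0148 from limma) and not over all genes, where its adjusted p from limma was 0.310. The rows named sox11a and klf5l had log2 fold changes of -0.19 and 0.03. Outgrowth signals and transcription factors, 12 of 109 rows tested, had a median of 0.04 (camera p = 0.522 from limma, p = 0.570 with an estimated correlation), and 0 passed, also adjusted over the list alone. Early response and heat shock genes, which dissection can induce, had a median of 0.09 over 4 rows (camera p = 0.220 from limma, p = 0.588 with an estimated correlation), with dnajb1a at 0.21 and egr3 at -0.07.
Without apical A the cell cycle median was 0.01, the stem and progenitor median -0.21 and the outgrowth median -0.03, and without central A the outgrowth median was -0.003. The names of these rows are uncertain. The lists were written after Supplementary file 5, which holds dsn1, cdca8 and kdm6al, had been seen, so these results are not independent of it.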

When analysing the differential genes in the apical domain of filaments, however, the major ontology class assigned was ‘Embryo’ (UP_TISSUE: Embryo), which is compatible with a region enriched in undifferentiated cells like stem cells and amplifying progenitors. Although a deeper, functional analysis of the differentially expressed genes will certainly improve our understanding on the mechanistic maintenance of both domains, our molecular data and functional lineage analysis indicate the presence of a growth domain containing bona-fide stem cells at the tip of each gill filament.

### Growth stem cells are fate restricted

Gill filaments contain different cell types distributed along their longitudinal axis (Laurent, 1984; Sundin and Nilsson, 2002; Wilson and Laurent, 2002). Having revealed growth stem cells at the tip of each filament, we explored whether different cell types had a dedicated or a common stem cell during post-embryonic growth. Previous experiments in zebrafish on labelling cell populations at early embryonic stages revealed that neuroendocrine cells (NECs) are derived from the endoderm (Hockman et al., 2017), while pillar cells have a neural crest origin (Mongera et al., 2013). We followed a holistic approach to address the potency of gill stem cells once the organ is formed, by using inducible ubiquitous drivers to potentially label all possible lineages within a gill filament. We induced sparse recombination at 8 dpf. in Gaudí*^Ubiq.iCRE^* Gaudí*^RSG^* double transgenic fish and grew them to adulthood. We selected gills with a reduced number of EGFP-positive clones (Figure 4A) and imaged branchial arches and gill filaments with cellular resolution (Figure 4B–F). Our analysis revealed the presence of four different recombination patterns illustrating the lineage of different types of growth stem cells (Figure 4C–F, patterns 1 to 4). Moreover, this lineage analysis approach showed that growth stem cells at the tip of gill filaments are indeed fate-restricted, and hence, the most apical domain of a filament hosts different growth stem cells with complementary potential.

**Figure 4.**
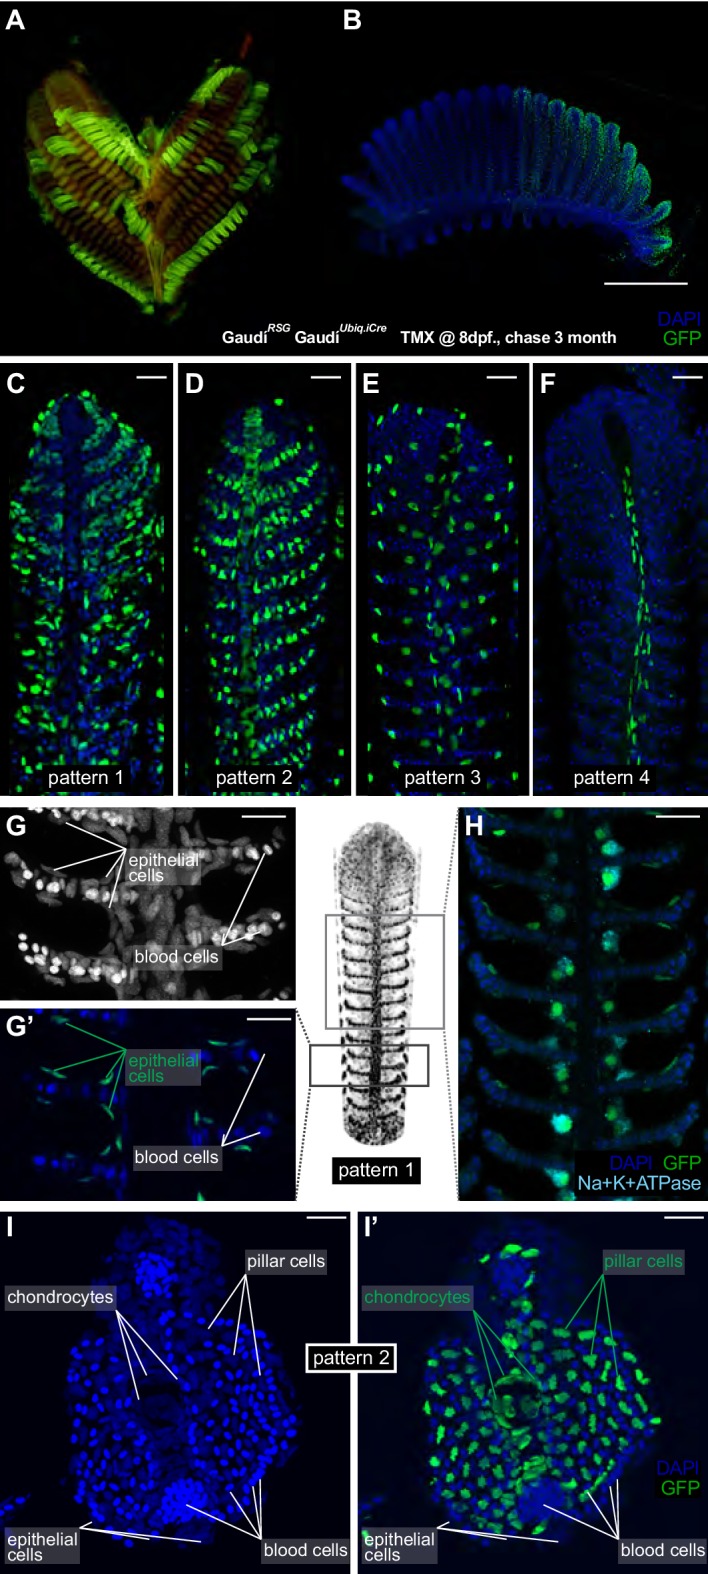
Filament growth stem cells are fate restricted. (**A–B**) A gill (**A**) and a branchial arch (**B**) from a double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish two month after induction with TMX. (**C–F**) Confocal images from filaments in A, B, stained for EGFP and DAPI to reveal the cellular composition of different clones. Four different recombination patterns were identified. (**G, G’**) A detailed view of pattern 1(C) shows recombined epithelial cells covering each lamella. (**H**) Co-staining with an anti-Na^+^K^+^ATP-ase antibody confirms that MRC cells are clonal to other epithelial cells in the filament. (**I, I’**) Cross-section of a filament that displays pattern 2 (**D**). DAPI staining allows identifying blood cells (strong signal, small round nuclei), pillar cells (weaker signal, star-shaped nuclei), and chondrocytes (elongated nuclei at the central core of the filament) (**I**). The lineage tracker EGFP reveals that chondrocytes and pillar cells are clonal along a filament (**I’**). Scale Bars are 500 µm in (**B**), 20 µm in (**C–H**) and (**I**).

Noticeable, recombined filaments displayed the same lineage patterns spanning from their base, that is juvenile domain, to their tip, that is adult domain, (Figure 4C–F) (N > 200 recombined filaments) indicating that growth stem cells maintain both their activity and their potency during a lifetime. A detailed description of the different cell types included in each lineage largely exceeds the scope of this study. Broadly speaking, labelled cells in pattern 1 (Figure 4C,G–H) are epithelial cells covering the lamellae and the interlamellar space, including MRC cells as revealed by expression of the Na+/K + ATPase (Figure 4H). Pattern 3 and 4 display a reduced number of labelled cells, sparsely distributed along the filament (pattern 3) or surrounding the gill ray (pattern 4) (Video 1 and Video 2, respectively). Pattern 2 consists of labelled pillar cells and chondrocytes of the gill ray (Figure 4I,I’, and reconstructions in Video 3), both easily distinguishable by their location and unique nuclear morphology. Both cell types were previously reported as neural crest derivatives (Mongera et al., 2013), and our results demonstrate that they are produced by a common stem cell in every filament during the post-embryonic growth of medaka.

**Video 1.** 3D reconstruction of a pattern 3-labelled filament. A middle section of filament in an adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that was induced for recombination at late embryonic stages. The filament shows the lineage of a growth stem cell that labels pattern 3.

**Video 2.** 3D reconstruction of a pattern 4-labelled filament. A middle section of filament in an adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that was induced for recombination at late embryonic stages. The filament shows the lineage of a growth stem cell that labels pattern 4.

**Video 3.** 3D reconstruction of a pattern 2-labelled filament. A middle section of filament in an adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that was induced for recombination at late embryonic stages. The filament shows the lineage of a growth stem cell that labels pattern 2.

We revealed in the previous sections that growth stem cells at the periphery of branchial arches (*br-arch*SCs) generate new filaments, and we showed that each filament contains, in turn, growth stem cells (*filam*SCs) of different fates. To address whether the fate of *filam*SCs is acquired when filaments are formed or set up already in *br-arch*SCs and maintained life-long, we exploited the stretches of labelled — and therefore clonal — filaments observed at the periphery of branchial arches in adult Gaudí*^RSG^* Gaudí*^Ubiq.iCRE^* fish induced for recombination during late embryogenesis (Figures 2B and 4A,B). We reasoned that if a labelled *br-arch*SC is fate-restricted, the consecutive filaments formed from it should display an identical recombination pattern since *filam*SCs would have inherited the same fate-restriction from their common *br-arch*SC. Alternatively, if *filam*SCs would acquire the fate-restriction when each filament is formed, then a stretch of clonal filaments should display different recombination patterns, based on the independent fate acquisition at the onset of filament formation (schemes in Figure 5A). We have focussed on 153 branchial arch extremes that started with a labelled filament (N = 83 for *rec. pattern 1*, N = 44 for *rec. pattern 2*, N = 22 for *rec. pattern three* and N = 4 for *rec. pattern 4*), and 97.4% were followed by a filament with the same recombination pattern (Figure 5B–E) (Supplementary file 6). Moreover, 81.7% of stretches maintained the same recombination pattern for six or more filaments, indicating that the labelled cell-of-origin for post-embryonic filaments was already fate-restricted. Altogether, our data revealed that a branchial arch contains fate-restricted growth *br-arch*SCs at its peripheral extremes that produce growth *filam*SCs stem cells with the same fate-restriction.

**Figure 5.**
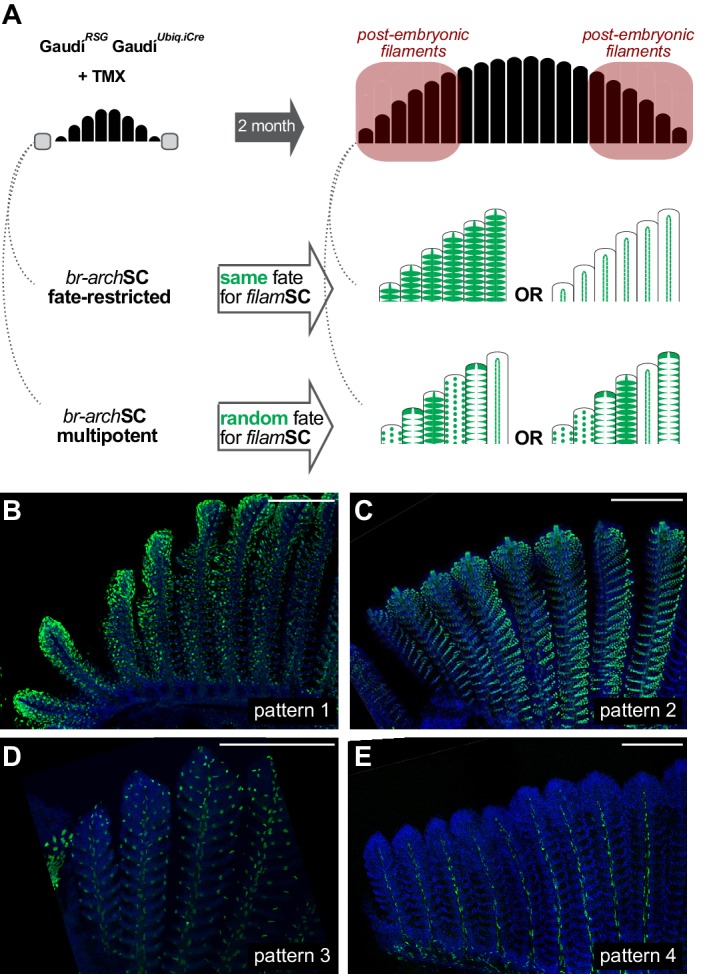
Branchial arch stem cells are fate restricted. (**A**) Scheme showing the expected outcome assuming that *br-arch*SCs are fate restricted (**middle**) or multi-potent (**bottom**). The recombination pattern of consecutive filaments would be identical if generated by fate restricted *br-arch*SCs, and non-identical if derived from a multipotent *br-arch*SC. (**B–E**) Confocal images show an identical recombination pattern in consecutive peripheral filaments for pattern 1 (**B**), pattern 2 (**C**), pattern 3 (**D**) and pattern 4 (**E**). Scale Bars are 200 μm in (**B**).

**Figure 5—figure supplement 1.**
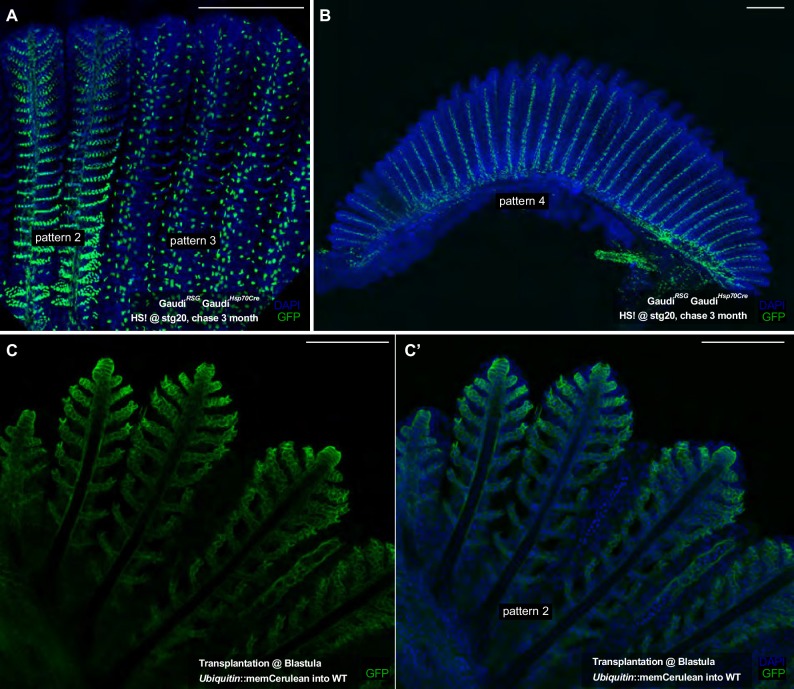
Early embryonic recombination and transplantations at blastula stage indicate fate-restricted stem cells in the fish gill. (**A**) Consecutive filaments from a double transgenic Gaudí*^Hsp70A.Cre^* Gaudí*^RSG^* fish 3 months after induction (heat-shock at stage 20). Filaments display recombination in specific patterns (pattern 2 in two filaments at the left, pattern 3 in three filaments at the right). (**B**) A Branchial arch from a double transgenic Gaudí*^Hsp70A.Cre^* Gaudí*^RSG^* fish 3 months after induction (heat-shock at stage 20). All filaments are labelled in pattern 4 indicating that the earliest founder cell of that lineage was labelled. (**C**) Consecutive filaments of a chimeric fish generated by transplantations at blastula stage (Host: unlabelled WT, Donor: Gaudi*^BBW^* - driving ubiquitously a membrane-tagged Cerulean fluorescent protein). Filaments display the recombination Pattern 2 - compare to Figure 4D and mind differences in nuclear vs membrane label. Scale Bars are 200 μm in (**A, B**), and 100 μm in (**C**).

Our results revealed that post-embryonic gill growth depends on the coordinated activity of at least four stem cells, which maintain different, non-overlapping lineages. Do these different stem cells share a common embryonic progenitor? To address this, we induced recombination of Gaudí*^RSG^* Gaudí*^Hsp70:CRE^* embryos at early, mid and late embryonic stages (stg 20, 26, 34 and 39, corresponding to 2 dpf to 9 dpf in medaka) and grew them for 3 months. Confocal analysis of these samples (Figure 5—figure supplement 1A,B) revealed the same scenario as previously reported, with four different fate-restricted stem cells (pattern 1 N = 87 filaments, pattern 2 N = 62 filaments, pattern 3 N = 86 filaments, and pattern 4 N = 49 filaments; N = 34 branchial arches). We have observed cases in which the same recombination pattern is displayed along the entire branchial arch (Figure 5—figure supplement 1B)(pattern 1 N = 1 branchial arch, pattern 3 N = 2 branchial arches, pattern 4 N = 1 branchial arch), indicating that fate-restriction had already occurred when brachial arches were formed. The earliest experimental approach for lineage analysis in fish involves transplanting blastomeres from a line containing a ubiquitous genetic label into a non-labelled host blastula. When we performed transplantations using Gaudí*^LoxPOUT^* or Gaudí*^BBW^* as labelled donors (Centanin et al., 2014) and grew fish for 3 months, clones in the gills displayed the same patterns previously described (Figure 5—figure supplement 1C–C', Figure 6). Therefore, our lineage analysis involving blastula transplantation, heat-shock-induced recombination during early embryonic stages and tamoxifen-induced recombination during late embryonic stages indicated the existence of fate-restricted gill stem cells that have independent embryonic origins.

**Figure 6.**
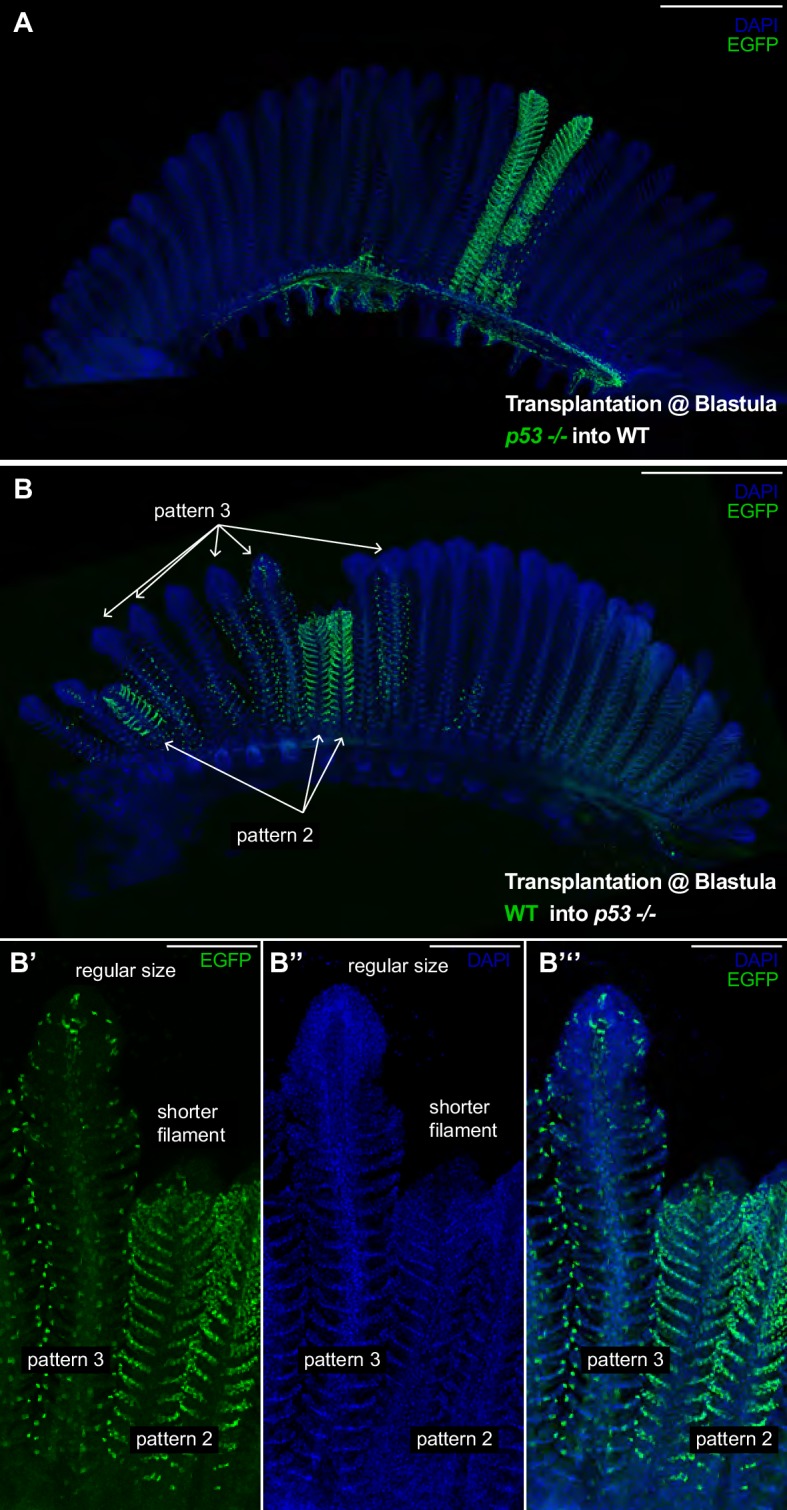
*p53* Coordinates growth stem cells in a lineage-specific manner. (**A**) Branchial arch of a *p53*^-/-^ -to-WT chimera, where *p53*^-/-^ mutant cells are labelled in green. Composite filaments display the proper length as compared to non-labelled neighbour filaments. (**B**) Branchial arch of a WT-to-*p53*^-/-^ chimera, where WT cells are labelled in green. Composite filaments are shorter than their neighbours only when pattern 2 comes from the donor - Note the short size of the right filament in B’-B’’ compared to the filament at the left. Scale Bars are 500 μm in (**A, B**) and 100 μm in (**B’–B’’’**).

**Figure 6—figure supplement 1.**
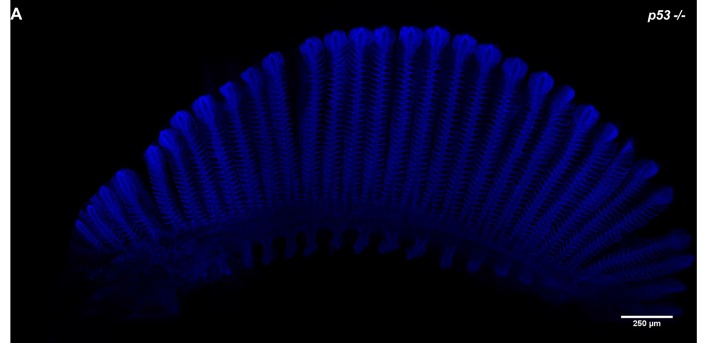
Branchial Arch of *p53^E241X^* mutant. (**A**) DAPI staining on a branchial arch extracted from a *p53* homozygous mutant showing the un-distinguishable organisation, length and size of filaments and lamellae than wild-type samples.

### Wild type - *p53*^-/-^ chimeras reveal functional differences among lineages

While some of the most studied adult stem cells in vertebrates are multipotent (Clevers and Watt, 2018), our data suggest the fish gill is maintained by the synchronised activity of at least four stem cells of different fates. This growth feature of the medaka gill permits studies of the relative contribution of each lineage to the overall growth of filaments and the differential effect of mutations on the diverse stem cell types. We created chimeras mixing wild type and *p53^E241X^* mutant cells at blastula stages in an attempt to generate lineage-specific mutant clones. P53 has first been reported as a tumour suppressor and is implicated in growth coordination and self-renewal of adult stem cells in different systems (Jain and Barton, 2018; Mesquita et al., 2010; Pearson and Sánchez Alvarado, 2010). The *p53^E241X^* medaka mutant is viable and fertile (Taniguchi et al., 2006), and adult *p53^E241X^* display branchial arches that have the same morphology and a comparable size than wild-type branchial arches in medaka (Figure 6—figure supplement 1). Therefore, we proceeded to generate chimeras by transplanting EGFP labelled *p53^E241X^* mutant blastocysts into a wild type blastula (Gaudí*^LoxPOUT^ p53^E241X^* to WT), and vice-versa, transplanting EGFP labelled wild-type blastocysts into a *p53^E241X^* mutant blastula (Gaudí*^LoxPOUT^* to *p53^E241X^*). We selected chimeras that displayed clearly visible EGFP clones by the end of embryogenesis, which were isolated and maintained for at least 3 months. In both cases, we obtained branchial arches displaying filaments labelled in one pattern only (Figure 6A,B), which indicates that P53 is not critical to maintain fate-restriction in gill stem cells.

The generation of *p53^-/-^-* to-WT chimeras allowed us to create composite filaments with an EGFP^+^ labelled mutant lineage and three non-labelled lineages. We focussed on filaments labelled in pattern 2 (Figure 6A) (N = 4 filaments in two branchial arches) and observed that in both length and morphology chimeras were indistinguishable from neighbour wild-type filaments in the same branchial arch. This trend was consistent in *p53^+/-^-* to-WT chimeras (pattern 2 N = 2 filaments, pattern 4 N = 7 filaments). Notably, however, in branchial arches of WT-to*-p53^-/-^* chimeras, composite filaments were clearly shorter than their wild type neighbours (Figure 6B). Shorter filaments were filaments in which pattern 2 came from donor cells and the rest of the lineages were from the host (Figure 6B’–B’’’) (19/19 filaments labelled in pattern 2 were shorter than their immediate neighbours). Composite filaments in which pattern 3 came from donor cells displayed a regular size (Figure 6B’–B’’’) (58/58 filaments labelled in pattern 3 were indistinguishable from their neighbours). Thus, our data from WT-to*-p53^-/-^* chimeras reveal that manipulating just one lineage in the organ results in a massive growth phenotype. Critically, as these growth defects are limited to the filaments labelled in pattern 2 these data suggest that the different lineages may have unequal roles during filament growth. It will be important, therefore, to define the molecular mechanisms downstream of P53 that are responsible for sustaining proper growth in future studies.

### Homeostatic stem cells locate to the base of each lamella

Branchial arches grow during post-embryonic life by adding more filaments (Figure 1A–C), and filaments grow in length by adding more lamellae (Figure 1A, Figure 7A). Noticeable, the length of consecutive lamellae does not increase with time along a filament (Figure 7B), resulting in basal and apical lamellae having comparable sizes (basal: 35,72 ± 1,93 um and apical: 34,38 ± 4,04 um N = 6 lamellae of each). This also holds true when comparing the length of lamellae from long (central, embryonic) and short (peripheral, post-embryonic) filaments, and comparing lamellae from medaka of different body length. Lamellae, therefore, maintain their size despite containing proliferative cells (Laurent, 1984; Laurent et al., 1994), a scenario that resembles most mammalian stem cell systems in adults, such as the intestinal crypt or the hair follicle. Previous studies have reported mitotic figures along with the filament core in histological sections of various teleost fish. To address the presence and location of proliferating cells in the lamellae of medaka, we performed shorter IdU pulses (12 hr) and observed that most lamellae contained positive cells at the proximal extreme (Figure 7C), adjacent to the central blood vessels and the gill ray.

**Figure 7.**
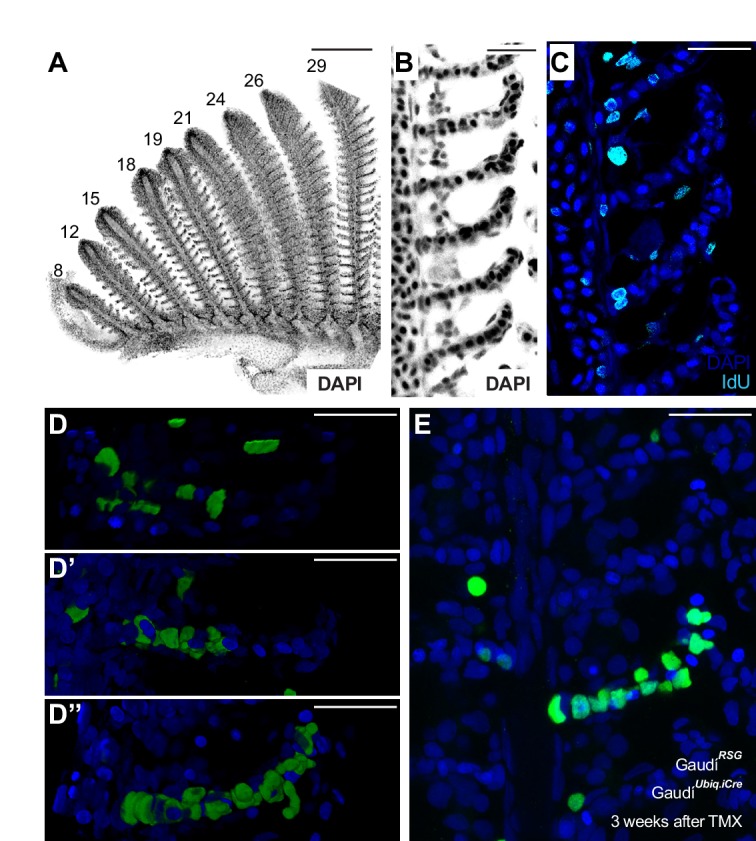
Homeostatic stem cells locate to the base of each lamella. (**A**) DAPI image of peripheral filaments indicating the increasing number of lamellae per filament. (**B**) DAPI image of consecutive lamellae along a filament reveals that lamellae do not increase their size. (**C**) IdU pulse reveals proliferative cells at the base of the lamellae. (**D–E**) EGFP cells indicating clonal progression of clones in double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish 1 month after induction with TMX during adulthood. Clones of pillar cells progress from the base to the distal part of a lamellae (**D’’, E**). Scale Bars are 200 μm in (**A**), and 20 μm in (**B–E**).

We next performed a lineage analysis of gill stem cells during homeostasis, focussing on the lamellae since they constitute naturallyoccurring physical compartments that facilitate the analysis of clonal progression. We used double transgenic Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* adults that were grown for 3 additional weeks after clonal labelling, and focussed on those containing only a few recombined lamellae per branchial arch (labelling efficiency less than 0.5%). Detailed analysis of lamellae located far away from the filaments’ growing tip revealed clones of labelled cells spanning from the proximal to the distal extreme of the lamella (Figure 7D,E). The clones ranged from a few pillar cells (Figure 7D,D’) to most pillar cells in the lamella (Figure 7D’’, E and Video 4). This dataset reflects the activity of stem cells contributing to a structure that does not increase in size but renews the cells within — that is homeostatic stem cells. Our results, therefore, indicate the presence of homeostatic pillar stem cells at the base of each lamella in medaka gills.

**Video 4.** 3D reconstruction of a pattern 2-labelled lamella. A middle section of filament in an adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that was induced for recombination at late embryonic stages. The filament shows the lineage of a homeostatic stem cell that labels pattern 2 only in one lamella.

### The homeostatic domain can restore filament growth

Our lineage analysis revealed distinct locations for both growth and homeostatic stem cells along gill filaments. The growth domain of filaments is always at the top, while the homeostatic domain extends along the longitudinal axis (Figure 8A). Our lineage analysis also revealed that growth and homeostatic stem cells are clonal since all homeostatic stem cells within a lineage are labelled when a filament has the corresponding labelled growth *filam*SC (Figure 4C–F). We then wondered about their different behaviour; while growth stem cells are displaced by the progeny they generate, homeostatic stem cells maintain their position while pushing their progeny away. These different locations along the filament might constitute dissimilar physical niches. It has indeed been shown in other teleost fish that the growing edge where growth stem cells host is subjected to less spatial restriction than the gill ray niche (Morgan, 1974). On the other hand, there is a strong extracellular matrix rich in collagen and secreted mainly by chondrocytes and early pillar cells across the filament (Morgan, 1974), adjacent to the place in which we characterised homeostatic stem cells.

**Figure 8.**
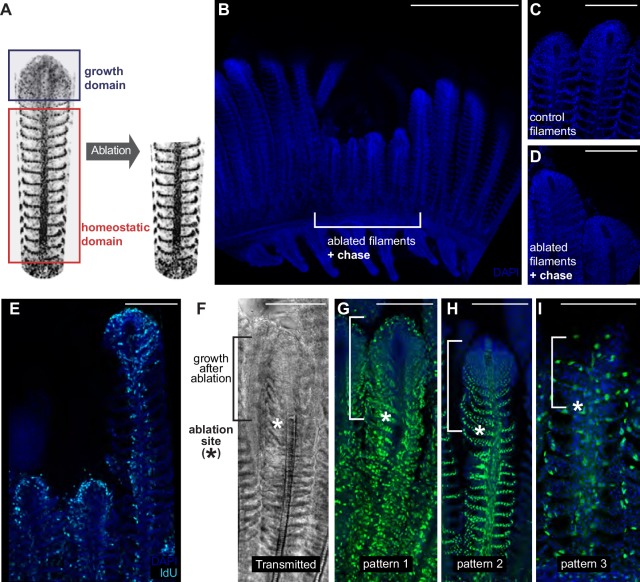
The homeostatic domain sustains growth after filament ablation. (**A**) Scheme of the ablation procedure. The growth domain and the upper part of the homeostatic domain are mechanically ablated. (**B**) DAPI image of control filaments shows an intact growth domain at the top. (**C**) DAPI image of injured filaments after a chase of 1 month shows a regenerated growth domain. (**D**) During the duration of the experiment, ablated filaments were unable to reach the length of their neighbour, non-ablated filaments. (**E**) IdU-positive cells are detected at the growth domain of both intact and ablated treatment. (**F–I**) Transmitted (**F**) and fluorescent (**G–I**) images of gill filaments from recombined Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish, 3 weeks post-ablation. The upper fraction containing the growth domain was generated after the ablation (highlighted in F). The recombination pattern observed in the regenerated zone is identical to the recombination pattern that the filaments had before ablation, indicating that cells maintain their fate during the regenerative response. Scale Bars are 500 µm in (**A**) and 100 µm in (**C–I**).

We speculated that modifying the close environment of homeostatic stem cells by ablating the growing zone of a filament could elicit a growth response from the homeostatic domain. We, therefore, ablated a reduced number of filaments (3 to 4) by removing their upper region using surgery scissors (Figure 8A). Filaments are densely packed along a branchial arch, but they conform detached units all along their longitudinal axis, which allowed removing the growth domain of 3 to 4 filaments and using the neighbour filaments in the same branchial arch as internal controls. When experimental fish were grown for a month after ablation, we could still recognise the ablated filaments due to their shorter length, compared to that of their neighbour, non-ablated filaments (Figure 8B). Ablated filaments, however, restored the characteristic morphology of a growth domain at their most upper extreme (Figure 8C,D). Additionally, IdU incorporation showed that the *new* growth domains were proliferative, showing a similar IdU label than non-ablated filaments in the same branchial arch (Figure 8E). Our lineage analysis during homeostatic growth in medaka revealed different growth and homeostatic stem cells in each filament that maintained their fate during the entire life of the fish. We, therefore, wanted to assess whether the reconstitution of a filament growth domain after injury required cells from all different lineages or if alternatively, cells from a given lineage would change their fate to contribute to multiple recombination patterns (Figure 4C–F). Injury paradigms have been shown to affect the fate commitment of stem cells in different models (Van Keymeulen et al., 2011; Suetsugu-Maki et al., 2012) while in others, proliferative cells maintain their fate during the regeneration process (Kragl et al., 2009; Knopf et al., 2011).

To address the nature of the cells re-establishing the growth domain, the same injury assay was performed on Gaudí*^Ubiq.iCRE^* Gaudí*^RSG^* transgenic fish that had been induced for sparse recombination at late embryonic stage (eight dpf) and grown for two months. When we analysed these samples 3 weeks after injury, we observed that the recombination pattern of the basal, non-injured region was identical to the recombination pattern of the newly generated zone (Figure 8F–I) (N = 30 filaments in six branchial arches, N = 17 for pattern 1, N = 11 for pattern 2, N = 2 for pattern 3). These results indicate that the re-established growth zone is formed by an ensemble of cells from the different lineages, and strongly suggest that homeostatic stem cells within all lineages can be converted to growth stem cells during regeneration. Our data definitively reveal that filaments possess the ability to resume growth from the homeostatic domain in a process that requires cells from different lineages. Overall, we propose from our observations that the different niches – physical and/or molecular - along the filament could operate as main regulators of the homeostatic-or-growth activity for stem cells in the fish gill.

## Discussion

In this study, we use genetic lineage analysis and mathematical modelling to reveal the rationale behind the permanent post-embryonic growth in a vertebrate organ. We introduce the fish gill, and particularly branchial arches, as a new model system that displays an exquisite temporal/spatial organisation, and use it to characterise growth and homeostatic stem cells. We reveal two domains harbouring growth stem cells: both extremes of each branchial arch contain *br-arch*SCs, which in turn generate *filam*SCs that locate to the tip of newly formed filaments. Additionally, *filam*SCs generate homeostatic stem cells at the lamellae along the longitudinal axis of the filament. The peripheral-to-central axis of branchial arches reflects a young-to-old filament order, and the longitudinal axis of a filament reflects a young-to-old lamellae order. The two growth stem cells and the one homeostatic stem cell types are clonal and organised in a hierarchical manner.

Our observations indicate that the relative position within the organ has a major impact on the growth vs homeostatic activity of stem cells. We have found that when the growth domain of a filament is lost, the homeostatic domain is able to generate a new, functional growth domain. This observation suggests that physical or molecular modifications in the local environment (relaxation of the inner core, or the absence of a repressive signal, respectively) could convert homeostatic stem cells into growth stem cells. In the absence of specific markers to label homeostatic stem cells before the ablation, however, we cannot discard the presence of quiescent stem cells that get activated after injury, nor the possibility of injury-triggered trans-differentiation as shown in the zebrafish caudal fin (Knopf et al., 2011).

Permanent post-embryonic growth is a challenging feature for an organism, since new cells have to be incorporated into a functional organ without affecting its physiological activity. Restricting growth stem cells to the growing edge is an effective way to compartmentalise cell addition and organ function. Strikingly, the location of growth stem cells in gill filaments is highly reminiscent of the overall topology of meristems in plants (Greb and Lohmann, 2016). In both systems, axis extension occurs by the sustained activity of stem cells that locate to the growing edge. These stem cells consistently remain at the growing zone, while their progeny start differentiation programs and occupy a final location at the coordinates in which they were born. It is to note that other ever-growing organs in fish follow the same growing principle, with tissue stem cells located at the growing edge and differentiated progeny left behind, as it has been nicely shown for different cell types in the zebrafish caudal fin (Tu and Johnson, 2011) and the medaka neural retina and retinal epithelium (Centanin et al., 2011; Centanin et al., 2014). Since stem cells are thought to have evolved independently in the vegetal and the animal lineages (Meyerowitz, 2002; Scheres, 2007), our results illustrate how the same rationale to sustain permanent growth can be adopted in the most diverse systems.

We have performed an organ-scale lineage analysis at cellular resolution and found that growth stem cells and homeostatic stem cells are fate-restricted. We used diverse un-biased labelling approaches (sub-optimal tamoxifen concentrations using an ubiquitously-expressed inducible ^ErT2^CRE, heat-shock-induced expression of CRE, transplantation of few permanently-labelled cells at the blastula stage) to identify at least four different fate-restricted gill stem cells, which generate reproducible labelling patterns along gill filaments. Our experiments indicate that these stem cells do not share a common early progenitor, but rather have independent embryonic origins. Since each filament contains all four fate-restricted stem cells (we have not observed filaments lacking one entire lineage), our results determine that the growth zone of a gill filament is indeed an *ensemble* — a group of stem cells with different potencies that work in an interconnected manner. Two relevant avenues open from this analysis, namely: a) how stem cells are recruited together to a newly forming filament, a process that happens hundreds of times during the lifetime of a medaka fish and thousands of times in longer-lived teleost fish, and b) how stem cells coordinate their activity to maintain the ratio of cell types in the individual filaments to guarantee its proper growth. One fundamental aspect to start addressing coordination is to define the number of stem cells for each lineage, a parameter that proved to be hard to estimate for most vertebrate organs. The prediction for gill filaments is that they contained a very reduced number of stem cells, for they generate all-or-none labelled filaments of a given cell type reflecting a clonal nature.

We exploited the fate-restriction of growth stem cells in the gill system by generating chimeras that contain wild-type and a *p53* mutant cells, and focused on filaments that display one lineage coming from donor cells and the other three coming from host cells. Our experiments revealed that P53 is indeed necessary to establish/maintain the coordinated growth of neighbour filaments. Strikingly, we observed growth phenotypes only when the lineage of pillar cells was involved: *p53* mutant filaments that contain wild-type pillar cells can not growth at the same pace than fully *p53* mutant filaments in the same branchial arch. Wild-type cells in other lineages did not produce the same phenotype, which we interpret as a differential hierarchical organisation of the different fate-restricted stem cells sustaining filament growth. Additionally, our experiments working with genetic chimeras and also the ones in which we ablate the growth domain of wild type filaments show that filament growth is a autonomous - that is a filament's growth rate does not adjust to the size of its neighbour filaments. This observation is particularly intriguing considering the order in filament size along a branchial arch, where every filament is larger that its younger neighbour and shorter than its older neighbour. Altogether, our results position the fish gill as an ideal system to quantitatively explore stem cell niches hosting multiple lineage-restricted stem cells, particularly the growth coordination within and between functional units.

In most adult mammalian organs, stem cells maintain homeostasis by generating new cells that will replace those lost during physiological or pathological conditions. We have functionally identified homeostatic stem cells in the fish gill, and focussed on the ones generating pillar cells. Our lineage analysis demonstrates that growth and homeostatic stem cells are clonal along a filament, where the former generate the latter. The most obvious difference between these two stem cell types is their relative position; growth stem cells are located at the growing tip, beyond the rigid core that physically sustains the structure of the filament, while homeostatic stem cells are embedded inside the tissue, adjacent to the collagen-rich chondrocyte column. It is to note that both the function and the relative location of the gill homeostatic stem cells match those of the mammalian homeostatic stem cells, being located at a fixed position and displacing their progeny far away - as it is observed for intestinal stem cells, skin stem cells and oesophagus stem cells among others (Barker et al., 2008; Blanpain and Fuchs, 2009; Seery, 2002). The functional comparison of growth and homeostatic stem cells in the gill suggests the existence of a physical niche that would restrict stem cells to their homeostatic role, preventing them to drive growth. Indeed, our RNA-seq data comparing the transcriptomes from the growth domain and the central domains revealed numerous Integrins and membrane proteins overrepresented at the growing edge, supporting the notion of a different physical niche mediating filament growth.

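Of 24 rows named for integrins, the receptors that attach cells to matrix, 2 were high enough to be tested, and they differed in direction. The row named itga10, a collagen receptor subunit, had a mean of 3.56 FPKM in the apical and 2.66 FPKM in the central domain, and itga6b, a laminin receptor subunit, 0.709 and 1.56 FPKM. Rows of other adhesion and matrix lists had medians near 0. Cadherins and protocadherins lay at a log2 fold change (apical minus central) of 0.04 over 9 rows, tight junction genes at 0.06 over 6, and ephrins, semaphorins and plexins at 0.03 over 5. Collagens lay at 0.09 over 3 rows and basement membrane and matrix genes at 0.01 over 5. The matrix rows include tnrc18 (log2 fold change -0.05), which was matched by the start of its name and is not a matrix gene.
The log2 fold change of itga10 was 0.38 (standard error 0.27) and that of itga6b -0.56 (standard error 0.37), each with an adjusted p of 0.743 from limma. Without central A these were 0.006 and -0.187, and without central B 0.752 and -0.935. Neither passed when adjusted over the list alone. The integrin median and mean were -0.09, while limma's camera gave the direction as up (p = 0.964, or 0.968 with an estimated correlation). In the other 5 lists 0 members passed limma's test, over all genes or adjusted over the list alone, and camera p-values from limma ran from 0.345 for collagens to 0.997 for the ephrin list, whose median and mean differ in sign. The row named CDH3 had the lowest p-value among the cadherins (log2 fold change -0.44, standard error 0.16, adjusted p = 0.669 from limma).
In the authors' deposited table, itga10 is higher in the apical domain (54.1 against 35.9 FPKM, q = 0.0169) and itga6b higher in the central domain (30.6 against 14.5 FPKM, q = 0.00225). Of the 3 integrin rows that could have been selected in the authors' deposited table, 1 is thus among the 65 selected rows with a symbol that are higher in the apical domain (odds ratio 27.4, one-sided Fisher's exact test, p = 0.0536, chosen after the data were seen) and 1 among the 100 that are higher in the central domain (odds ratio 17.5, one-sided Fisher's exact test, p = 0.0816). With no minimum on the summed means, the one-sided Fisher's exact test gave p = 0.142 for the apical and p = 0.0261 for the central domain, where itgb5 joins itga6b among the rows selected in the authors' deposited table.
The integrin median was 0.08 without apical A and -0.26 without apical B, and 0.02 among the 4 libraries with fragment lengths of 208 to 213 nt. That last setting, chosen after the data were seen, has apical B library 2 as its only apical library. Row names are uncertain here too.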

We believe that during vertebrate evolution, the transition from lower (ever-growing) to higher (size-fixed) vertebrates involved restraining the growth activity of adult stem cells. One of the main functions of mammalian physical niches, in this view, would be to restrict stem cells to their homeostatic function. Many stem-cell-related pathological conditions in mammals involve changes in the microenvironment including physical aspects of the niche (Brabletz et al., 2001; Vermeulen et al., 2010; Ye et al., 2015; Oskarsson et al., 2011; Liu et al., 2012; Butcher et al., 2009), suggesting that homeostatic stem cells could drive growth in that context. Along the same line, the extensive work using organoids that are generated from adult homeostatic stem cells, like intestinal stem cells, (Sato et al., 2009; Kretzschmar and Clevers, 2016), demonstrates that healthy aSCs have indeed the capacity to drive growth under experimental conditions and when removed from their physiological niche. Our work, therefore, illustrates how different niches affect the functional output of clonal stem cells driving growth and homeostatic replacement in an intact in vivo model.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Oryzias latipes*)	Cab			wild type stock, southern population
Genetic reagent (*O. latipes*)	p53 E241X mutant	Taniguchi et al., 2006		
Genetic reagent (*O. latipes*)	GaudíUbiq.iCre	Centanin et al., 2014		
Genetic reagent (*O. latipes*)	GaudíHsp70.A	Centanin et al., 2014		
Genetic reagent (*O. latipes*)	GaudíRSG	Centanin et al., 2014		
Genetic reagent (*O. latipes*)	GaudiLoxPOUT	Centanin et al., 2014		
Genetic reagent (*O. latipes*)	GaudiBBW	Centanin et al., 2014		
Antibody	a-EGFP (Rabbit IgG polyclonal)	Invitrogen (now Thermo Fischer)	CAB4211; RRID: AB_10709851	Dilution 1:750
Antibody	a-EGFP (Chicken IgY polyclonal)	life technologies	A10262; RRID: AB_2534023	Dilution 1:750
Antibody	a-Na + K + ATP-ase (Rabbit monoclonal)	Abcam	ab76020, EP1845Y	Dilution 1:200
Antibody	a-BrdU/IdU (Mouse IgG monoclonal)	Becton Dickinson	347580	Dilution 1:50
Antibody	Alexa 488 Goat a-Rabbit	Invitrogen (now Thermo Fischer)	A-11034	Dilution 1:500
Antibody	Alexa 488 Donkey a-Chicken	Invitrogen (now Thermo Fischer)	703-545-155	Dilution 1:500
Antibody	Alexa 647 Goat a-Rabbit	Life Technologies	A-21245	Dilution 1:500
Antibody	Alexa 647 Goat a-Rabbit	Life Technologies	A-21245	Dilution 1:500
Antibody	Cy5 Donkey a-Mouse	Jackson	715-175-151	Dilution 1:500
Chemical compound, drug	tamoxifen	Sigma	T5648	
Chemical compound, drug	tricaine	Sigma-Aldrich	A5040-25G	
Chemical compound, drug	BrdU	Sigma-Aldrich	B5002	final concentration of 0,4 g/l
Chemical compound, drug	IdU	Sigma-Aldrich	I7125	final concentration of 0,4 g/l
Chemical compound, drug	Trizol			
Software, algorithm	Ensemble	Public		
Other	DAPI	Roth		final concentration of 5 ug/l
Software, algorithm	DAVID 6.8	https://david.ncifcrf.gov/home.jsp		

### Fish stocks

Wild type and transgenic *Oryzias latipes* (medaka) stocks were maintained in a fish facility built according to the local animal welfare standards (Tierschutzgesetz §11, Abs. 1, Nr. 1). Animal handling and was performed in accordance with European Union animal welfare guidelines and with the approval from the Institutional Animal Care and Use Committees of the National Institute for Basic Biology, Japan. The Heidelberg facility is under the supervision of the local representative of the animal welfare agency. Fish were maintained in a constant recirculating system at 28°C with a 14 hr light/10 hr dark cycle (Tierschutzgesetz 111, Abs. 1, Nr. 1, Haltungserlaubnis AZ35–9185.64 and AZ35–9185.64/BH KIT). The wild-type strain used in this study is Cab, a medaka Southern population strain. We used the the *p53^E241X^* mutant (Taniguchi et al., 2006) and the following transgenic lines that belong to the Gaudí living toolkit (Centanin et al., 2014): Gaudí*^Ubiq.iCre^*, Gaudí*^Hsp70.A^*, Gaudí*^loxP.OUT^,* Gaudí*^RSG^* and Gaudí*^BBW^*.

### Generation of clones and selection of samples for lineage analysis

Clones were generated as previously described (Centanin et al., 2014; Centanin et al., 2011; Seleit et al., 2017; Rembold et al., 2006). A brief explanation follows for the different induction protocols. Fish that displayed high recombination were discarded for quantifications on lineage analysis and fate restriction to ensure clonality.

#### Inducing recombination via *heat-shock*

Double transgenic Gaudí*^RSG^*, Gaudí*^Hsp70.A^* embryos (stage 20, 24, 29, 32, 34 and 37) were heat-shocked using ERM at 42°C and transferred to 37°C for 1 to 3 hr. Embryos were staged according to Iwamatsu (2004).

#### Inducing recombination via tamoxifen

Double transgenic Gaudí*^RSG^*, Gaudí*^Ubiq.iCre^* fish (stage 36 to early juveniles) were placed in a 5 μM Tamoxifen (T5648 Sigma) solution in ERM for 3 hr (short treatment) or 16 hr (long treatment), and rinsed in abundant fresh ERM before returning them to the plate. Adult fish were placed in a 1 μM Tamoxifen solution in fish water for 4 hr, and washed extensively before returning them to the tank.

#### Generating clones via blastula transplantation

Between 25 and 40 cells were transplanted from a labelled, donor blastula to the host, unlabelled blastula. We used a Gaudí*^loxP.OUT/+^*; p53*^ ±^*Gaudí*^loxP.OUT/+^* or p53*^-/-^* Gaudí*^loxP.OUT/+^* as donors, and p53*^+/-^*, p53*^-/-^* and Cabs as hosts. Transplanted embryos were kept in 1xERM supplemented with Penicillin-Streptomycin (Sigma, P0781, used 1/200) and screened for EGFP+ cells in the gills during late embryogenesis.

In all cases, we analysed gills that displayed a recombination efficiency lower than the 25% of stem cells of any pattern, to reduce the chances of independent recombination events in different lineages of the same filament. We annotated whether the 6^th^ filament starting from the peripheral extreme of each branchial arch was labelled or non-labelled, refer this value to the total number of branchial arch extremes (two extremes per branchial arch, and 4 pairs of branchial arches at each side of the gill). We only analysed branchial arches with eight or less stretches of labelled filaments.

### Antibodies and staining protocol

For immunofluorescence stainings we used previously described protocols (Centanin et al., 2014). Primary antibodies used in this study were Rabbit a-GFP, Chicken a-GFP (Invitrogen, both 1/750), Rabbit a-Na^+^K^+^ATP-ase (Abcam ab76020, EP1845Y, 1/200) and mouse a-BrdU/Idu (Becton Dickinson, 1/50). Secondary antibodies were Alexa 488 a-Rabbit, Alexa 647 a-Rabbit, Alexa 488 a-Chicken (Invitrogen, all 1/500) and Cy5 a-mouse (Jackson, 1/500). DAPI was used in a final concentration of 5 ug/ul.

To stain gills, adult fish were sacrificed using a 2 mg/ml Tricaine solution (Sigma-Aldrich, A5040-25G) and fixed in 4% PFA/PTW for at least 2 hr. Entire Gills were enucleated and fixed overnight in 4% PFA/PTW at 4C, washed extensively with PTW and permeabilised using acetone (10–15 min at −20C). Staining was performed either on entire gills or on separated branchial arches. After staining, samples were transferred to Glycerol 50% and mounted between cover slides using a minimal spacer.

### BrdU or IdU treatment

Stage 41 juveniles were placed in a 0,4 mg/ml BrdU or IdU solution (B5002 and I7125 respectively, Sigma) in ERM for 16 hr and rinsed in abundant fresh ERM before transferring to a tank. Adult fish were placed in a in a 0.4 mg/ml BrdU or IdU solution in fish water for 24 or 48 hr, and washed extensively before returning them to the tank.

### Imaging

Big samples like entire gills or whole branchial arches were imaged under a fluorescent binocular (Olympus MVX10) coupled to a Leica DFC500 camera, or using a Nikon AZ100 scope coupled to a Nikon C1 confocal. Filaments were imaged mostly using confocal Leica TCS SPE, Leica TCS SP8 and Leica TCS SP5 II microscopes. When entire branchial arches were imaged with confocal microscopes, we use the Tile function of a Leica TCS SP8 or a Nikon C2. All image analyses were performed using standard Fiji software.

### RNA-seq data and analysis

Samples were obtained by enucleating gills from five adult medaka fish (between 4 and 6 months old), Cab strain. Apical and medial domains were dissected using scissors, and total RNA was extracted from ca. 30 medial domains and 50 apical domains. Libraries were prepared from total RNA followed by a polyA selection (NEBnext PolyA) and sequenced in a NextSeq 500 platform. They produced an average of 58M 85-nt single end reads for each sample. Each RNA-seq sample was mapped against the oryLat2 assembly using Hisat2 (Kim et al., 2015), and the dataset can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130939. The aligned read SAM files were assembled into transcripts, their abundance was estimated and tested for differential expression by Cufflinks v2.2.1 (Trapnell et al., 2012). 

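In the authors' deposited table 239 genes passed the authors' selection on p, q and the summed means, 98 higher in the apical and 141 higher in the central domain, and 165 of them carry a symbol. The FPKM of the 3 apical and the 3 central libraries do not overlap, in the direction given in the authors' deposited table, for 64 of the 98 rows (65.3%) and 111 of the 141 rows (78.7%). The rows were selected on these same 6 libraries, so no share expected by chance applies. Among the rows at the lowest p of the authors' deposited table (p = 5e-05) are clcn1a, a chloride channel, and klhl38b, a Kelch protein, both higher in the apical domain, and cfap99, a cilium protein, and slc30a4, a zinc transporter, both higher in the central domain. The difference in clcn1a rests on apical A alone, and the libraries of klhl38b overlap, with central B at 4.12 FPKM above both libraries of apical B at 2.95 and 3.22 FPKM.
Of 24365 genes, 5998 were tested in the authors' deposited table, and 312 have p and q under 0.05 without the minimum on the summed means. The 2 means in the authors' deposited table exceed the Cufflinks means of the single libraries by a median factor of 17.3 in the central and 17.2 in the apical domain, so that a sum of 10 FPKM there corresponds to a lower value in the files of the libraries.
Of the 239 genes, 139 were among those tested here, and all 139 had the sign of the authors' deposited table, 63 of them with an unadjusted p under 0.05 from limma. Across 2897 genes, which are not independent replicates, the log2 fold changes of limma and of the authors' deposited table had a Pearson r of 0.661. Both rest on the same 6 libraries, so neither the shared signs nor this r is independent evidence. Of the 5 rows called by limma 2, ola-mir-17 and rprml, are among the 239. When the p-values of the authors' deposited table were adjusted again over 2907 genes tested both there and here, 136 passed with a sum of at least 10.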

Only the expression level variations with both p and q-value less than 0.05 and with the sum of the average FPKM for the same transcript between the two conditions greater than or equal to 10 were selected. Downstream analysis and graphical representation for Cuffdiff output was done using CummeRbund (Goff et al., 2018).

For the GO analysis, we used DAVID (https://david.ncifcrf.gov/) to identify significantly enriched terms associated to the lists of genes differentially expressed at the apical and central domains. To facilitate gene annotations, we obtained the list of zebrafish genes orthologous to that of medaka using Biomart (www.ensembl.org/info/data/biomart/index.html). DAVID analyses were then run using the functional annotation tool with standard parameters (Fisher Exact p-value<0.1).

### Modelling

To model progenitor and stem cell scenarios for the addition of post-embryonic filaments, we performed stochastic simulations for each considering a stretch of 6 filaments, and then compared them to experimental data. We chose stretches of 6 filaments because those guaranteed that we would be focussing on the post-embryonic domain of a branchial arch. A random filament would contain ca. eight embryonic filaments, and we considered branchial arches with 20 or more filaments, which results in six post-embryonic filaments at each side.

#### Stem cell model

If there is only one stem cell in the niche, then all six filaments will share the same label, either 0 or 1. We draw random numbers from a Bernoulli distribution, where the probability parameter equals the experimental labelling efficiency of our dataset.

#### Progenitor model

In a similar manner, we considered the case of having six progenitor cells in the niche. Thus, this time a Bernoulli process of 6 trials with probability parameter equal to the labeling efficiency of the gill was simulated for each branchial arch.

#### Experimental data

We collected data from 22 Gaudí*^Ubiq.iCRE^* Gaudí*^RSG^* recombined gills, which we dissected and analysed under a confocal microscope and or macroscope - 8 to 16 branchial arches per gill. Subsequently, quantifications were done on the six most peripheral filaments from each side of a branchial arch. The labelling efficiency was estimated for each gill by employing a combinatorial approach: the number of labeled filaments at position +6 (i.e. oldest filaments selected) divided by the total number of branchial arches analysed for that gill.

#### Comparison

To compare each model to the experimental data, we compute an objective function in the form of a sum of square differences for each gill and each model. The smaller this objective function is, the better the fit between experimental data and simulations. We annotated both the number of switches and of labelled filaments in each branchial arch.

There exist 19 possible pairs (*s,f*) of switches and labelled filaments, ranging from (0,0), (0,6) up to (5,3). We calculated for each pair *i*, of the form (*s,f*) the frequency of observing it in the data from each gill *j*, ${fD}_{i}^{\left(j\right)}$, and in simulations of 5000 filament stretches per gill *j*,${fS}_{i}^{\left(j\right)}$. The objective function $f^{\left(j\right)}$ was computed for each gill as an adjusted sum of square differences:

f(j)=∑i=119fDi(j)-fSi(j)219∙104

This was done for both the stem cell and the progenitors models. The factor 10^4^ was introduced for avoiding small numbers thus facilitating the comparison between results. The procedure was repeated 1000 times, producing 1000 objective functions per gill and per model, and therefore obtaining an average value and a standard deviation for each gill for each model.

### Ethics

Experimental procedures with fish were performed in accordance to the German animal welfare law and approved by the local government (Tierschutzgesetz §11, Abs. 1, Nr. 1, husbandry permit number AZ 35–9185.64/BH; line generation permit number AZ 35–9185.81/G-145–15), and with the approval from the Institutional Animal Care and Use Committees of the National Institute for Basic Biology, Japan.

## Data Availability

All data analysed for this study is included in the manuscript and supporting files. Raw sequencing data have been deposited in GEO under accession code GSE130939. The following dataset was generated: BuonoLMartinez-MoralesJRCentaninL2019Transcriptome analysts of a growth domain and a differentiated domain of the medaka gillNCBI Gene Expression OmnibusGSE130939

## Additional files

Supplementary file 1. Simulation of recombined pattern in branchial arches assuming progenitor cells. The table represents simulated values of recombination (0 = unlabelled; 1 = labelled) in five gills, according to the ‘progenitor’ model described in M and M. The labelling efficiency was calculated from real data from 5 Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* recombined gills.

Supplementary file 2. Simulation of recombined pattern in branchial arches assuming stem cells. The table represents simulated values of recombination (0 = unlabelled; 1 = labelled) in five gills, according to the ‘stem cell’ model described in M and M. The labelling efficiency was calculated from real data from 5 Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* recombined gills.

Supplementary file 3. Experimental data of recombined pattern in adult branchial arches. The table includes values for recombination (0 = unlabelled; 1 = labelled) in five gills enucleated from adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that were induced for recombination at late embryonic stages.

Supplementary file 4. Objective function representation comparing data to progenitor and stem cell models. The table displays the values for an objective function, comparing the recombination pattern obtained in 22 Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* recombined gills with the predicted values for a stem cell or a progenitor model (See M and M). Lower values for the objective function represent a better fit between experimental and simulated data.

Supplementary file 5. Enriched transcripts in the apical and medial domains of gill filaments. 

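The largest rise in the apical domain in Supplementary file 5, that of clcn1a, a chloride channel, was present in apical A alone. There the row had 18.4 FPKM, beside 0.0327 and 0.0328 FPKM in the libraries of apical B and 0.109, 0.103 and 0.0512 FPKM in central A library 1, central A library 2 and central B. The row named gtpbp10, a mitochondrial GTPase, had 11.0 FPKM in apical A and 0.435 and 0.570 FPKM in apical B, beside 0.461 to 0.576 FPKM in the central libraries. The largest falls held in every library for 4 of 5 genes: rprml, ndufa4, dsn1 and slc25a36a. The row named dsn1, a kinetochore protein, had 5.77 to 18.4 FPKM in the central and 0.104 to 0.268 FPKM in the apical libraries, and ndufa4, a subunit associated with cytochrome oxidase, 1.37 to 4.66 and 0.0365 to 0.0948 FPKM.
These 10 genes, 5 in each direction, had the largest finite changes among rows with a symbol in Supplementary file 5, so their values had been seen. Of the 5 higher in the apical domain, prcp and pdgfc had every apical library above every central library. The row named prcp, a lysosomal carboxypeptidase, was listed at 0 in both libraries of central A and had 0.324 FPKM in central B and 0.460 to 0.573 FPKM in the apical libraries. The row named hs2st1b, a heparan sulfate sulfotransferase, was listed at 0 in central B and had 1.10 and 1.26 FPKM in central A. Of the 10, 5 were high enough to be tested by limma. Only rprml passed, while clcn1a had a log2 fold change of 2.06 (standard error 1.47, adjusted p = 0.743 from limma) and gtpbp10 had the same adjusted p. For dsn1 it was -3.31 (standard error 0.52) and for ndufa4 -1.83 (standard error 0.42, adjusted p = 0.465 from limma).
Without apical A the log2 fold changes of clcn1a and gtpbp10 were -0.061 and -0.003. Over the alternatives the adjusted p from limma ran from 0.0468 to 0.976 for clcn1a, 0.0524 to 0.999 for gtpbp10, 0.0352 to 0.976 for dsn1 and 0.0267 to 0.976 for ndufa4.
In Supplementary file 5, 102 of 239 rows carry both a medaka and a zebrafish name, and in 1 of these, cacna1aa, the names are the same apart from a suffix a or b. With the medaka entries placed in ascending order of their IDs and the zebrafish column left as it is, 160 of 160 pairs have the same name. As the rows stand, 51 of 86 zebrafish names beside rows higher in the apical domain belong to genes that are higher in the central domain in the same table, and 27 of 74 beside rows higher in the central domain to genes higher in the apical domain.

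**Figure D4:**
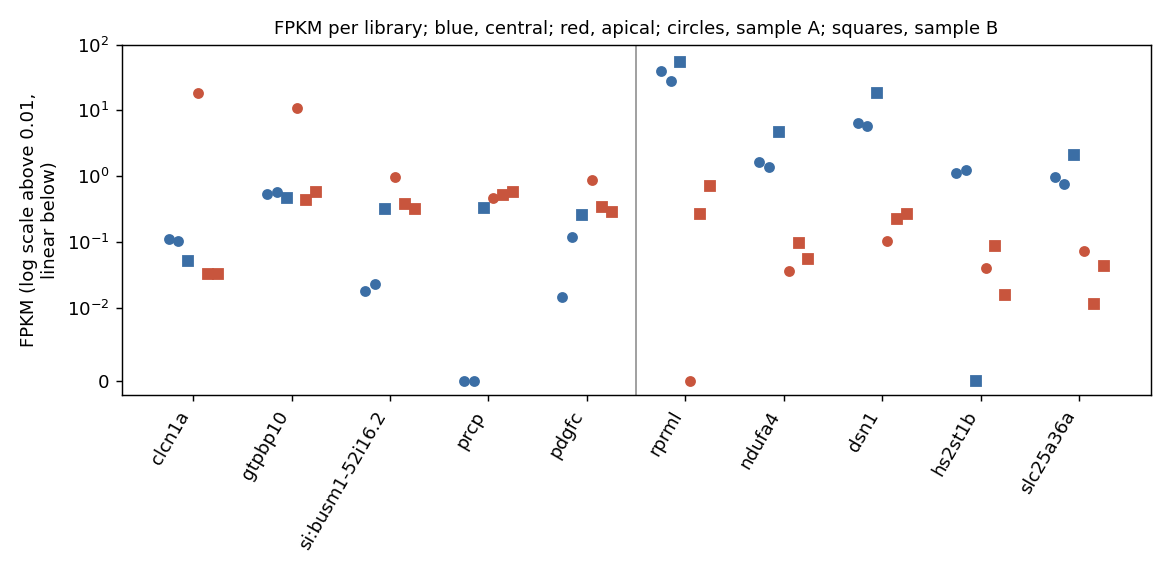
FPKM per library (vertical, log scale above 0.01 and linear below) of the 5 genes with the largest rise (left) and the 5 with the largest fall (right) in Supplementary file 5, central libraries in blue and apical libraries in red. The clcn1a value of apical A, 18.4 FPKM, stands apart from the other 5 libraries.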

Representation of transcripts obtained from the apical and the medial domain of gill filaments, ordered according to their differential expression.

Supplementary file 6. Experimental data of recombined patterns in adult branchial arches with cellular resolution. The table displays values of recombination (0 = unlabelled; 1 = Pattern 1; 2 = Pattern 2; 3 = Pattern 3; 4 = Pattern 4) in gills enucleated from adult Gaudí*^Ubiq.iCre^* Gaudí*^RSG^* fish that were induced for recombination at late embryonic stages.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

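RNA-seq data of the apical and the central domain of adult medaka gill filaments were reanalysed from the authors' processed files: 1 Cufflinks table for each of 6 libraries and 1 Cuffdiff table of the comparison. The labels give the libraries to 4 RNA samples (central A with 2 libraries, central B with 1, apical A with 1 and apical B with 2). In the methods the central domain is called medial.

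The FPKM of each library, and the bounds of their 95% intervals, were computed by the authors with Cufflinks 2.2.1 from reads aligned with HISAT2 to the oryLat2 assembly, whose version of HISAT2 and annotation release are not given in the sources used here. In the deposited comparison table the 2 domain means are FPKM that the authors made with Cuffdiff, the log2 fold change is the deposited ratio of the apical over the central mean, the score is the test statistic of Cuffdiff as deposited, and the p-value and the q-value are those of Cuffdiff as deposited, the latter adjusted by Benjamini-Hochberg. No column of per-sample values was left unmapped.

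Each file holds 24369 rows for 24365 gene IDs, and the FPKM of the 4 IDs that stand on 2 rows were summed. Gene names were taken from the files by ID and checked against the RefSeq genes of ASM223467v1 by symbol and coordinates. The number of fragments behind a value was computed from the upper interval bound, taken as 2 standard deviations above the FPKM. Of values that rest on 0.5 to 10 fragments, 48.3% to 50.0% then came out within 0.02 of a whole number. Mapped fragments and the fragment length per library were fitted to 8 mitochondrial rows of at least 600 bp that overlap no other row. These counts limit the precision of low values, and intervals cover counting error only, since reads of 1 molecule copied by PCR are not independent.

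FPKM were divided by 1 median-of-ratios factor per library, over 2342 genes above 1 FPKM in every library, and libraries of the same RNA sample were averaged after log2(FPKM + 1). Genes with a sum of domain mean FPKM of at least 2 (2984, of which 2103 carry a symbol) were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, Benjamini-Hochberg adjustment, threshold 0.05), with 2 samples per domain. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, and adjusted over the 24 lists that have tested rows. Members among the called genes were counted with Fisher's exact test, one-sided. For the rows selected in the authors' deposited table, the background was the 3576 rows with a symbol that the authors tested and whose means sum to at least 10. Tables and exact tests were made in Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.

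The 25 lists, the tests, 16 alternatives and the rule for named genes were written down before the data of the libraries were examined. Values of Supplementary file 5 had been seen by then. The lists hold genes selected there, among them dsn1, cdc23, kdm6al, hspb6, cfap99 and spef2. Results that rest on such genes are therefore not independent of that selection. The lists are membrane transporters and channels, ionocyte and MRC genes, integrins, cadherins and protocadherins, tight junction genes, ephrins with semaphorins and plexins, collagens, basement membrane and matrix, cell cycle genes, stem and progenitor genes, outgrowth signals and transcription factors, cartilage, erythrocyte, leukocyte, endothelial and pillar cell, smooth muscle and pericyte, skeletal muscle, mucous cell, pavement and epithelial, neuroepithelial and nerve, ciliated cell, early response and heat shock, oxidative phosphorylation, ribosomal protein and abundant housekeeping genes. Named are up to 10 called genes in each direction that carry a symbol and whose libraries do not overlap, the tested integrins and ionocyte and MRC genes, the 5 genes with the largest finite change in each direction in Supplementary file 5 (whose values had been seen), and for each other list at most the 3 members with the smallest adjusted p. Other genes named (COX3 and the other mitochondrial mRNAs, actb, gapdh, RF00004, the transporters, integrins and further list members among the authors' selected rows, cahz, rab11bb and cacna1aa) were chosen after their values were seen.

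The alternatives were pseudocounts of 0.1 and 5, a sum of at least 10 FPKM or no minimum, FPKM as deposited, quantile normalization, 6 libraries as independent samples, limma's duplicateCorrelation by sample, library 1 or library 2 alone, a replicate block, each sample left out in turn and robust eBayes. A further 6 were added after the data were seen: the authors' minimum on the scale of the deposited table, no gene models under 200 bp, at least 10 fragments per library on average, fragments scaled to the mapped total in place of FPKM, only libraries of 1 fragment length, and a pseudocount of 0.1 with no gene models under 200 bp. No source used here states what the letters A and B share between the domains, so the test has no block for them.

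The test was tried on simulated data with the means and spreads of these samples, in 10 runs. Of genes changed by 1, 2 and 3 on the log2 scale, 54.7%, 89.9% and 92.4% were called, and 67 of 27440 unchanged genes (0.244%). A list of 40 genes shifted by 0.5 had an unadjusted camera p under 0.05 in 10 of 10 runs and an unshifted list in 0 of 10. The spread was drawn for each gene on its own. Apart from the 75 transporters, the lists tested here held 1 to 13 tested rows, and their p-values were adjusted over 24 lists. These runs therefore do not show how often a shift of such lists would pass.

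The authors' ontology analysis with DAVID was not repeated here, and reads were not aligned again.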

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

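The 7 tests of explanations in this part were chosen only after the results were seen.

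Rows named for genes that every cell transcribes stand near 0 FPKM in all 6 libraries, while mitochondrial rows hold between 42.7% (central B) and 53.1% (central A library 2) of all FPKM when gene models under 200 bp are left aside, a share that the paper does not report. If values stood beside the wrong names, the abundant genes would appear as other rows, but 2 of 23530 nuclear rows of at least 300 bp reach 300 FPKM. Genomic DNA would give an even level over rows. Of nuclear rows 68.1% lie under 0.1 FPKM, which a low even level would give as well, so this share cannot decide on genomic DNA. Reads aligned to oryLat2 and counted on gene models of ASM223467v1 remain a candidate explanation: a median of 5.17% of the mapped fragments lie inside gene models, and of the first 5 rows of each numbered chromosome 67.5% are listed at 0 in all libraries, against 28.3% of all nuclear rows. The 5.17% can be too low, since the implied fragments are understated in some rows whose models overlap. The pattern is shared by both domains, and no biological explanation was tested. If the reads and gene models do stand on different assemblies, results for rows named for nuclear genes do not bear on those genes. The same then holds for the lists of such rows.

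Gene models under 200 bp hold between 13224 and 26290 FPKM in the 3 central libraries and apical B library 2, and 1647 and 1832 FPKM in apical A and apical B library 1. A difference between the domains is argued against as the whole explanation by the 2 libraries of apical B, 1 RNA sample by its label, whose FPKM in these models differ 7.22 times. Their fragments in these models, scaled to the mapped total, have a ratio of 1.03, which is consistent with the longer fragment length that Cufflinks used for 4 libraries. What gave the libraries different fragment lengths stays open.

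Of the 5 rows lower in the apical domain, 3 are not in Supplementary file 5 (ola-let-7c, ola-mir-430d-1 and RF00004). By name 4 of the 5 are small RNAs, though whether their reads come from these is uncertain. The FPKM of RF00004 also depend on the fragment length that Cufflinks used. Central A library 2 (212 nt) had 2.53 FPKM from 4 of about 79400000 fragments. Apical B library 1 (119 nt) had 1.33 FPKM from 5 of about 51200000. How much of its call rests on this was not tested. Set against the domains' shares of all mapped fragments, 63.8% in the central libraries, RF00004 with 19 fragments against 6 had a two-sided exact binomial p of 0.298, so that chance in a row that rests on a few fragments is a candidate explanation for it as well. For the 3 microRNA rows, with 4, 5 and 7 fragments, all central, the smallest p was 0.0539, and after multiplication by the 84 tested models under 200 bp no split of so few fragments could pass 0.05, so chance and a difference between the domains cannot be told apart there. The test does not bear on rprml, which rests on 974 fragments against 6, since it covers counting alone and not the spread between samples or copies made by PCR. A difference between the domains in the rows named for small RNAs stays open and was not tested with more reads.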

How the results depend on the processing

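Of the alternatives reported here, 6 were chosen after the data were seen (the authors' minimum on their scale, no gene models under 200 bp, at least 10 fragments per library, fragments scaled to the mapped total, libraries of 1 fragment length, and a pseudocount of 0.1 with no gene models under 200 bp), as were the odds ratios among the authors' selected rows. Unless an alternative by its construction tests fewer genes or samples, the cause of a change was not tested.

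The number of rows called by limma, 5 of 2984, stayed within 1.5 times in 11 of 22 alternatives. Libraries of 1 fragment length leave apical B library 2 as the only apical library, so their number is not given. The number called was 0 with a pseudocount of 0.1 and no gene models under 200 bp (230 rows at an unadjusted p under 0.05), 3 with a pseudocount of 0.1 and 2 with no filter. It was 28 with 6 libraries as independent samples, 14 with library 1 only, 9 with robust eBayes and 3 with fragments scaled to the mapped total. With 1 sample left out it ran from 0 (without apical A, 126 rows at an unadjusted p under 0.05) to 20 (without central B), where the lone sample is assumed to vary like the 2 of the other domain. With the replicate block 5 were called, 0 higher and 5 lower, of which 4 are among the 5. Whether samples of the same letter deviate together depends on the measure: the difference between A and B had a Pearson r across genes between the domains of 0.0511 on FPKM and, chosen after the data were seen, of 0.206 on fragments scaled to the mapped total, where the second principal component separates the letters. With 2 samples per domain this leaves a pairing open. Without apical A, and with a pseudocount of 0.1 and no gene models under 200 bp, no odds ratio of list members could be computed, since 0 rows were called.

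No list passed the threshold in any alternative, with adjusted p of at least 0.379 for the 6 lists that answer a claim. The signs of their medians turned in some. For transporters (0.0062) the median was -0.1204 at a sum of at least 10, -0.0086 with FPKM as deposited, -0.0088 with 6 libraries, -0.0003 with duplicateCorrelation, -0.0152 with fragments scaled to the mapped total, and -0.0153 to 0.0093 with 1 sample left out. For ionocyte and MRC genes (-0.2011) it was 0.0016 with no filter. For integrins (-0.0909) it was 0.0069 with no filter, 0.0056 with the authors' minimum, 0.0184 with libraries of 1 fragment length, and -0.258 to 0.0761 with 1 sample left out. For cell cycle genes (-0.0674) it ran from -0.047 to 0.0135 with 1 sample left out. For stem and progenitor genes (-0.0402) it was 0.0011 with the authors' minimum, and -0.2073 (without apical A) to -0.0357 with 1 sample left out. For outgrowth genes (0.0424) it was -0.0315 at a sum of at least 10, -0.0342 with libraries of 1 fragment length, and -0.0328 to 0.1015 with 1 sample left out.

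The difference in mean r inside and between domains (0.0125) was 0.0628 at a sum of at least 10 and between 0.00569 and 0.0101 in 3 other alternatives. The authors' 239 selected genes became 136 when their p-values were adjusted again over the genes tested here, and 312 with no minimum. The odds ratio of transporters among rows higher in the central domain in the authors' deposited table (1.06) was 0.922 with no minimum (one-sided Fisher's exact test, p = 0.634).

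Of the values of named genes under alternatives, 267 kept direction and side of the threshold, 34 no longer passed, 3 newly passed and 7 turned. The log2 fold change of ghr was -0.01 with 6 libraries, -0.035 with library 2, -0.039 with libraries of 1 fragment length and -0.051 to 0.087 with 1 sample left out. That of clcn1a was -0.063 with libraries of 1 fragment length and -0.061 to 4.191 with 1 sample left out, and that of gtpbp10 -0.003 to 3.011. With 1 sample left out that of itga10 was 0.006 (without central A) to 0.752 and that of itga6b -0.935 to -0.187, with the same signs.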

Differences from the paper's values

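The Fisher's exact tests of lists among the authors' selected rows were chosen only after the data were seen.

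The paper's Supplementary file 5 lists 98 genes higher in the apical and 141 higher in the central domain. Among the 2984 rows tested here, limma called 0 and 5 at the paper's thresholds. These are p and adjusted p under 0.05, and a sum of at least 10 on the scale of the deposited table. Before that sum is asked for, 223 rows had an unadjusted p under 0.05. The minimum of 2 FPKM used here left 139 of the paper's 239 genes to be tested. With the authors' minimum in its place, chosen after the data were seen, 5130 rows were tested. There limma called 0 rows higher and 6 lower in the apical domain. Under each of the 16 alternatives set before the data were examined the counts differ from the paper's as well. The highest were 5 higher in the apical domain, without apical B, and 23 higher in the central domain, with 6 libraries as independent samples. With the authors' p-values adjusted again over the genes tested both there and here, 136 genes are selected.

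Some genes of Supplementary file 5 that did not pass here were called in other settings. With 6 libraries as independent samples 21 of 28 called rows are in the authors' selection, among them dsn1, slc30a4, kdm6al and rab11bb. The row named clcn1a was called without apical B and ndufa4 without central A. The row named rab11bb was also called with FPKM as deposited, with library 1 only, without central A, without central B, with robust eBayes and in 4 settings chosen after the data were seen.

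The paper states that genes higher in the central domain include many membrane transporters and channels of ionocytes and MRCs. Among the 75 tested transporters 0 were called, and of the 100 rows with a symbol higher in the central domain in the authors' deposited table 4 are on the transporter list, with an odds ratio of 1.06 (one-sided Fisher's exact test, p = 0.527). The list leaves out the solute carriers of mitochondria (slc25), of which slc25a36a is selected in the authors' deposited table too. Of 11 ionocyte and MRC rows 1 (cahz, which is on the erythrocyte list too) is selected there. The row names are uncertain in this comparison.

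The paper states that many integrins and membrane proteins are over-represented at the growing edge in the RNA-seq data. Only the integrins are compared in this paragraph. Of 24 integrin rows 2 were tested here, and 0 of these were called. Among the rows with a symbol that are selected in the authors' deposited table (65 of 98 and 100 of 141), 1 integrin, itga10, is higher in the apical domain, which has the stated direction, and 1, itga6b, is higher in the central domain. With no minimum on the summed means itgb5 is higher in the central domain there too. Since the row names are uncertain, these counts do not settle the paper's statement.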

Other observations

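The Fisher's exact tests in this part were chosen only after the data were seen.

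The lists of rows named for functions common to all cells, most of which stood near 0 FPKM, had medians below 0 in the apical domain. None of these lists passed limma's camera, and whether the reads in a row come from the gene of that name is uncertain. The 5 tested rows of oxidative phosphorylation had a median log2 fold change of -0.17 (adjusted p = 0.860 from limma's camera), with ndufa7, a subunit of complex I, at -0.17 and ndufc2, another subunit, at 0.35, while ndufa4 had the lowest p among them and was lower in the apical domain in every library. Ribosomal protein genes had a median of -0.12 over 6 rows (adjusted p = 0.860 from limma's camera). The row named rpl35 had the lowest p among them, at 2.36 FPKM in the central and 1.17 FPKM in the apical domain, and rps10 and rpl32 had log2 fold changes of -0.34 and 0.20. Abundant housekeeping genes had a median of -0.12 over 4 rows (adjusted p = 0.997 from limma's camera), with ubb, a ubiquitin gene, at -0.11.

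Among the rows selected in the authors' deposited table, 2 of 4 ciliated cell genes, cfap99 and spef2, are higher in the central domain (odds ratio 35.4, one-sided Fisher's exact test, p = 0.00448), as are 2 of 8 smooth muscle and pericyte genes, acta2 and hspb6 (odds ratio 11.8, one-sided Fisher's exact test, p = 0.0194). Of 19 cell cycle genes, cdca8 and kif20ba are higher in the apical domain in the authors' deposited table (odds ratio 6.52, one-sided Fisher's exact test, p = 0.0456) and cdc23 and dsn1 higher in the central domain (odds ratio 4.15, one-sided Fisher's exact test, p = 0.0973). With no minimum on the summed means, the direction with a p under 0.05 is the other: the one-sided Fisher's exact test gave p = 0.0695 for the apical and p = 0.0376 for the central domain, where ccne2 joins cdc23 and dsn1. These p-values are not adjusted for the 25 lists, each tested in both directions, and the row names are uncertain.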
